# Activating Transcription Factor 6 Is Necessary and Sufficient for Alcoholic Fatty Liver Disease in Zebrafish

**DOI:** 10.1371/journal.pgen.1004335

**Published:** 2014-05-29

**Authors:** Deanna L. Howarth, Claudia Lindtner, Ana M. Vacaru, Ravi Sachidanandam, Orkhontuya Tsedensodnom, Taisa Vasilkova, Christoph Buettner, Kirsten C. Sadler

## Abstract

Fatty liver disease (FLD) is characterized by lipid accumulation in hepatocytes and is accompanied by secretory pathway dysfunction, resulting in induction of the unfolded protein response (UPR). Activating transcription factor 6 (ATF6), one of three main UPR sensors, functions to both promote FLD during acute stress and reduce FLD during chronic stress. There is little mechanistic understanding of how ATF6, or any other UPR factor, regulates hepatic lipid metabolism to cause disease. We addressed this using zebrafish genetics and biochemical analyses and demonstrate that Atf6 is necessary and sufficient for FLD. *atf6* transcription is significantly upregulated in the liver of zebrafish with alcoholic FLD and morpholino-mediated *atf6* depletion significantly reduced steatosis incidence caused by alcohol. Moreover, overexpression of active, nuclear Atf6 (nAtf6) in hepatocytes caused FLD in the absence of stress. mRNA-Seq and qPCR analyses of livers from five day old nAtf6 transgenic larvae revealed upregulation of genes promoting glyceroneogenesis and fatty acid elongation, including fatty acid synthase (*fasn*), and nAtf6 overexpression in both zebrafish larvae and human hepatoma cells increased the incorporation of ^14^C-acetate into lipids. Srebp transcription factors are key regulators of lipogenic enzymes, but reducing Srebp activation by *scap* morpholino injection neither prevented FLD in nAtf6 transgenics nor synergized with *atf6* knockdown to reduce alcohol-induced FLD. In contrast, *fasn* morpholino injection reduced FLD in nAtf6 transgenic larvae and synergistically interacted with *atf6* to reduce alcoholic FLD. Thus, our data demonstrate that Atf6 is required for alcoholic FLD and epistatically interacts with *fasn* to cause this disease, suggesting triglyceride biogenesis as the mechanism of UPR induced FLD.

## Author Summary

Fatty liver disease (steatosis) is the most common liver disease worldwide and is commonly caused by obesity, type 2 diabetes, or alcohol abuse. All of these conditions are associated with impaired hepatocyte protein secretion, resulting in hypoproteinemia that contributes to the systemic complications of these diseases. The unfolded protein response (UPR) is activated in response to stress in the protein secretory pathway and a wealth of data indicates that UPR activation can contribute to steatosis, but the mechanistic basis for this relationship is poorly understood. We identify activating transcription factor 6 (Atf6), one of three UPR sensors, as necessary and sufficient for steatosis and show that Atf6 activation can promote lipogenesis, providing a direct connection between the stress response and lipid metabolism. Blocking Atf6 in zebrafish larvae prevents alcohol-induced steatosis and Atf6 overexpression in zebrafish hepatocytes induces genes that drive lipogenesis, increases lipid production and causes steatosis. Fatty acid synthase (*fasn*) is a key lipogenic enzyme and we show that *fasn* is required for fatty liver in response to both ethanol and Atf6 overexpression. Our findings point to Atf6 as a potential therapeutic target for fatty liver disease.

## Introduction

The unfolded protein response (UPR) acts in most cells to maintain homeostasis within the protein secretory pathway during physiological conditions. During stress, the UPR becomes further induced to mitigate the accumulation of misfolded or unfolded proteins in the endoplasmic reticulum (ER). If UPR activation cannot relieve the excess protein load, the ER becomes dilated and dysfunctional, and all branches of the UPR remain chronically activated in a condition referred to as ER stress. Many studies have implicated ER stress in a range of pathologies, and there is a clear association between UPR activation and metabolic diseases such as fatty liver disease (FLD) [1]–[5]. However, it is not known whether factors that control the UPR can also directly impact lipid metabolism and it remains unclear how UPR activation causes FLD.

FLD is the most common hepatic pathology worldwide [6], and alcohol abuse is a leading cause. Even a single episode of binge drinking causes lipid accumulation in hepatocytes (steatosis) in over 90% of drinkers [7]. While acute steatosis can resolve, chronic steatosis can render hepatocytes susceptible to damage and is a prerequisite step in developing more severe liver disease, including steatohepatitis and cirrhosis. Most FLD etiologies are accompanied by impairment of protein secretion by hepatocytes that result in serum protein deficiencies, which are most apparent in chronic alcoholics and contribute to the systemic complications of alcoholic liver disease (ALD). These defects are reflected in many reports demonstrating that alcohol induces some UPR sensors and targets in the liver of mice [1], [8], rats [9], micropigs [10], and zebrafish [11]–[13]. Moreover, deleting ATF4 or CHOP, two key UPR effectors, reduces ethanol-induced liver injury [8], [14], indicating that UPR activation can contribute to ALD. However, it is not clear whether these genes, or other UPR effectors, contribute to steatosis.

There are three main UPR sensors that function through shared and independent mechanisms to maintain ER function by enhancing protein processing and folding in the ER, and by promoting degradation of terminally misfolded secretory proteins. Activating transcription factor 6 (ATF6) and inositol-requiring enzyme 1-alpha (IRE1α or ERN1) pathways generate the active transcription factors nATF6 and XBP1, respectively, that induce hundreds of UPR target genes [15], [16]. PRKR-like endoplasmic reticulum kinase (PERK or EIF2AK3) phosphorylates EIF2A to repress translation [17] and to promote production of ATF4 [18], which induces a subset of target genes [14], [18]. Each of these primary sensors has been evaluated for its contribution to FLD caused by a robust ER stressor [19], [20]. ATF6 knockout mice fail to resolve steatosis caused by acute stress due to tunicamycin injection [16], [21], [22], suggesting that loss of ATF6 promotes fatty liver. Our previous work using zebrafish confirmed the finding that steatosis caused by acute stress is augmented by *atf6* loss, and also demonstrates that steatosis caused by chronic stress is reduced when Atf6 is depleted [23]. Thus, it appears that *atf6* loss can alternatively enhance or reduce FLD, depending on the nature and duration of the stress.

The relationship between metabolic disease and UPR activation is under intensive investigation, yet several important questions remain unanswered. First, is UPR activation a cause or consequence of FLD? While some studies indicate that lipotoxicity and fatty acid accumulation can induce the UPR [24], [25], there is incontrovertible evidence that robust UPR activation is sufficient to induce steatosis [2], [26], [27]. These data are incorporated into a current model proposing that robust UPR activation can cause steatosis and, if the lipid burden is not resolved, this can further augment cellular stress and contribute to chronic UPR induction. The second question is which, if any, of the main UPR factors directly cause fatty liver? All studies to date that have addressed this question, including our work in zebrafish [23], utilize loss of function approaches whereby a key UPR gene is deleted and the effect on stress-induced steatosis is evaluated. However, these studies are complicated by the extensive crosstalk between UPR effectors, and by the ability of cells to adapt to changes in UPR capacity. Third, what is the mechanism by which UPR activation causes fatty liver? Activation of lipogenic genes by the sterol response element binding protein (SREBP) transcription factors has been implicated as an essential pathway in both alcoholic [28], [29] and non-alcoholic [30]–[32] FLD. Since SREBPs and ATF6 are activated by a shared proteolytic mechanism [33], it is possible that these two proteins are activated simultaneously in response to stress. However, the role of SREBPs in FLD caused by UPR activation has not been addressed.

Here, we use genetic and genomic approaches in a well-established zebrafish model of ALD [11]–[13], [34]–[37] to demonstrate that blocking Atf6 prevents alcohol-induced steatosis and that overexpression of the nuclear, active form of Atf6 (nAtf6) causes steatosis. We found that nAtf6 overexpression increases expression of genes in the lipogenic pathway and alters lipid flux to promote triglyceride synthesis by a mechanism that does not involve Srebps. Instead, we demonstrate an epistatic interaction between *atf6* and *fasn* in driving alcoholic steatosis. These findings demonstrate the first clear and causative link between a central UPR sensor and FLD.

## Results

### Atf6 is required for alcoholic steatosis

We previously reported that transcription of multiple UPR effector genes and translation of the major ER chaperone, Bip, are induced in zebrafish livers following alcohol exposure [11]–[13]. We have also demonstrated that *xbp1* splicing, a direct measure of Ire1a activation, is only detectable within the first few hours of exposure to ethanol [13] yet UPR target gene induction persists long afterwards [12], suggesting that the Ire1a pathway is not entirely responsible for the UPR in ALD. Our previous finding that Eif2a is phosphorylated in the liver of zebrafish with ALD [13] suggests that Perk is activated by alcohol, but since Eif2a can also be phosphorylated by other kinases [38], this has yet to be resolved. The lack of reliable antibodies that recognize the active form of Atf6, Perk and Ire1a in zebrafish hampered direct measurement of the activation status of each pathway (not shown). However, quantitative real-time PCR (qPCR) analysis of liver samples from 5 day post fertilization (dpf) larvae treated with alcohol demonstrated that *atf6* mRNA was significantly induced in the liver (Figure 1A) prior to the onset of steatosis (see Figure 1B and [13]). Since Atf6 has been shown to act in a positive feedback loop to induce its own expression [39], these data suggest that the increase in *atf6* expression could reflect Atf6 activation in response to alcohol.

**Figure 1:**
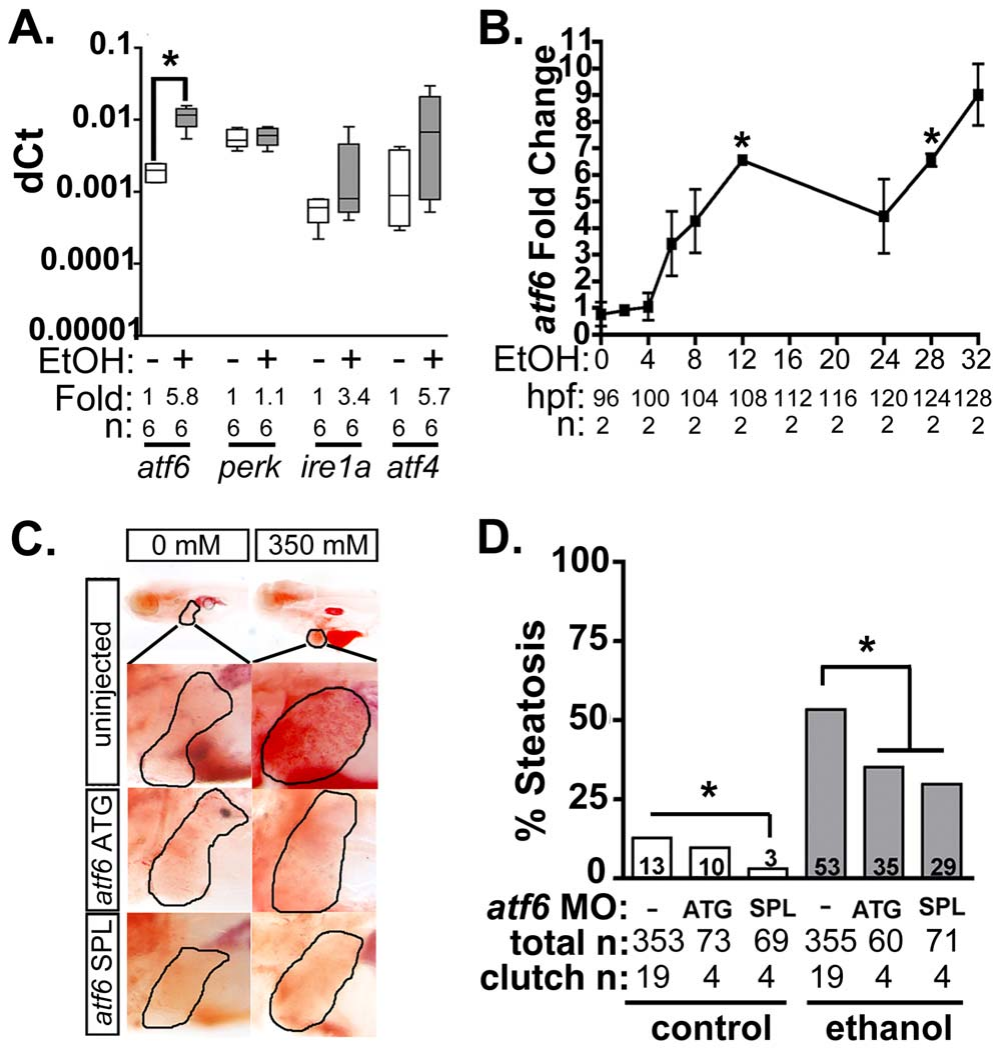
Atf6 is required for alcoholic steatosis. **A:** qPCR analysis of UPR sensors *atf6, perk, ire1a,* and *atf4* in the livers of control (EtOH-) and 350 mM ethanol-treated (EtOH+) larvae. dCt values were calculated by normalization to *rpp0.* Fold changes were calculated based on median dCt values. Statistics: paired t-test. *, p<0.05. **B:** Expression of *atf6* in the livers of 350 mM ethanol treated larvae from 0–32 hours. Fold changes were determined by normalizing to control (0 mM EtOH) dCt values. Statistics: one-sample t-test. *, p<0.05. **C:** Images of oil red O stained whole larvae injected with two different morpholinos targeting *atf6* (ATG-targeting, *atf6* ATG, and splice-blocking, *atf6* SPL) and exposed to either 0 or 350 mM ethanol. Livers are circled in the enlarged boxes. **D:** Steatosis incidence based on scoring oil red O stained larvae at 5.5 dpf. Statistics: chi-square with Fisher's Exact Test. *, p<0.05. “Total n” and “clutch n” corresponds to the number of larvae and number of clutches scored.

To test whether Atf6 was required for alcoholic steatosis, we injected a morpholino (MO) targeting either the translation initiation site (*atf6*MO-ATG) [23] or the boundary between coding exon 1 and intron 1 of *atf6* (*atf6*MO-SPL) (Table S1 and Figure S1A), which blocked splicing (Figure S1B) and introduced an early stop codon (Figure S1C). Morphants and uninjected controls were treated with 350 mM ethanol for 32 hours, stained with the neutral lipid dye, oil red O and scored for the presence or absence of steatosis (Figure 1C and S2A). Consistent with previous findings [11]–[13], [23], [34], the percent of larvae with steatosis (i.e. steatosis incidence) was significantly higher in uninjected larvae exposed to 350 mM ethanol for 32 hours (13% in untreated larvae vs. 53% in ethanol treated larvae; p<0.05). *atf6* morphants had reduced steatosis incidence (p<0.05, Figure 1C-D), but still displayed other gross morphological abnormalities caused by ethanol including increased liver circularity, an indication of hepatomegaly (Figure S2B-C), a common feature of liver disease. Thus, Atf6 is required for alcoholic steatosis.

### nAtf6 overexpression in hepatocytes induces robust UPR activation

To determine whether Atf6 is sufficient to cause FLD, we created a transgenic zebrafish line expressing the predicted nuclear, active fragment of zebrafish Atf6 (amino acids 1-366; Figure S3A) fused to mCherry under the hepatocyte-specific promoter *fabp10,* along with a cassette that expressed GFP in cardiomyocytes as a marker of transgenesis ((*Tg(fabp10:nAtf6-cherry*; *cmlc2:GFP)* hereafter called nAtf6 TG). There is high sequence identity between human and zebrafish Atf6 proteins in the transmembrane, leucine zipper and basic (bZIP) domains and the protease recognition sites are highly conserved (Figure S3A). To confirm its nuclear localization, the predicted nAtf6 fragment of the zebrafish protein was fused to GFP and transfected into HepG2 cells (Figure S3B).

Transgenics were selected based on GFP expression in the heart, appeared grossly normal throughout development (Figure S3C), and developed into viable, fertile adults. nAtf6-mCherry was not detectable using low-resolution fluorescence microscopy in larvae from all four of the transgenic lines we generated. However, we confirmed transgene expression by PCR and blotting for mCherry (Figures S3D-E). *atf6* mRNA expression in the liver was ∼4 fold higher in nAtf6 TG larvae compared to wildtype (WT) larvae (Figure 2A and S4) at 5 dpf, and was persistently elevated in older fish (Figure S4D and not shown). We detected *mCherry* mRNA in 5 dpf nAtf6 TG larvae by PCR, and Western blotting for mCherry detected the transgene in the liver of adult fish, albeit at much lower levels than achieved in transgenic fish expressing nuclear-localized mCherry without fusion to nAtf6 (i.e. *Tg(fabp10:nls-mCherry)*; [40] Figures S3D-E).

**Figure 2:**
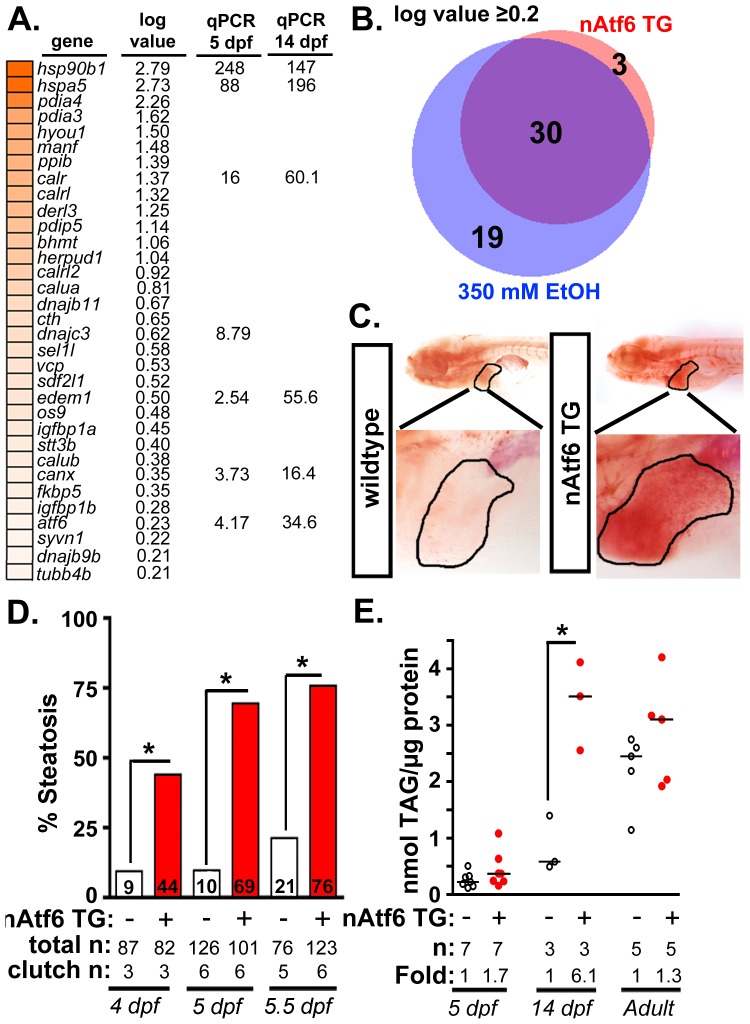
nAtf6 overexpression is sufficient to drive steatosis. **A:** Heatmap of upregulated UPR effector genes in nAtf6 transgenic larvae. The log values based on mRNA-Seq analysis and the median fold change in 3–6 liver samples assessed by qPCR at 5 dpf and 14 dpf. **B:** Most Atf6 targets are upregulated in the liver in response to ethanol. Genes identified as part of the UPR are significantly induced in the liver of nAtf6 TG and ethanol treated larvae (log value ≥ 0.2; see Table S2). **C:** Oil red O stained WT and nAtf6 transgenic larvae. Livers are circled in the enlarged boxes. **D:** Steatosis incidence based on scoring of whole mount oil red O stained larvae at 4, 5, and 5.5 dpf. Statistics: chi-square with Fisher's Exact Test. *, p<0.05. “Total n” and “clutch n” corresponds to the number of larvae and number of clutches scored. **E:** Hepatic triglyceride levels in extracts from pooled livers from WT and nAtf6 transgenic larvae at 5 dpf and 14 dpf, and from single adult livers (∼9 months). Statistics: unpaired t-test. *, p<0.05. Median fold changes are noted.

We confirmed that nAtf6 overexpression did not induce the other UPR branches by assessing *xbp1* splicing (Figure S4A) and Eif2a phosphorylation (Figure S4B) in the liver of nAtf6 TG 5 dpf larvae. We found no difference in these markers in unstressed nAtf6 TG and WT larvae, however, *xbp1* splicing was lower in transgenics than in WTs after exposure to stress (i.e. 1 µg/ml tunicamycin for 48 hours; Figure S4A). This suggests that nAtf6 overexpression adapts hepatocytes to withstand a robust, pharmacologically-induced ER stress.

We next examined the expression of UPR target genes in the liver of 5 dpf transgenic and control larvae. We found that *bip* (also called *hspa5*), a transcriptional target of Atf6, was elevated at the protein (Figure S4C) and mRNA levels (Figure 2A and S4D) in nAtf6 TG larvae. mRNA-Seq analysis comparing control larvae (*Tg(fabp10:nls-mCherry);* n = 2 pools of ∼40–50 livers each; see [40] and GEO dataset GSE52605), ethanol-treated (n = 2 pools of ∼40–50 livers each), and nAtf6 TG larvae (n = 1 pool of ∼40–50 livers) revealed 33 UPR target genes to be highly and significantly upregulated in nAtf6 TG livers (Tables S2-S4 and Figure 2A; GEO dataset GSE56498). These genes were identified as ATF6 target genes in other studies [16], [41] or by having the UPR or protein folding as a primary GO descriptor, and included ER chaperones (*bip/hspa5, dnajc3,* and *grp94/hsp90b1*), quality control effectors (*canx, calret, calrl,* and *calrl2*), protein disulfide isomerases (*pdia3, pdia4*) and ERAD components (*edem1, derl1* and *derl3*). A subset of these genes was confirmed by qPCR at 5 dpf and at 14 dpf (Figure 2A and S4D-E). *atf4* and *derl1* were the only genes detected as significantly upregulated by qPCR but not by mRNA-Seq.

Analysis of the mRNA-Seq data from ethanol-treated larvae revealed a striking overlap between the “UPR-ome” induced by ethanol and by nAtf6 overexpression: of the 49 UPR target genes induced by ethanol, 30 were also induced in the liver of nAtf6 TG larvae (Figure 2B and Table S2). It is possible that the remaining 19 genes unique to the ethanol-induced transcriptome are attributed to the transient, early increase in *xbp1* splicing [13] or to other transcription factors that regulate their expression. Collectively, these data indicate that Atf6 is a major regulator of the UPR in ALD.

### Atf6 overexpression causes steatosis

We next asked whether nAtf6 was sufficient to cause FLD (Figure 2C-E). Induction of the *fabp10:*nAtf6-cherry transgene occurs at ∼2.5 dpf [42] and by 4 dpf, 44% of nAtf6 TG larvae developed steatosis which increased to 69% and 76% by 5 and 5.5 dpf, respectively (Figure 2C-D and S5A) and persisted until at least 14 dpf (Figure S5A), but there were no marked histological abnormalities in the nAtf6 TG liver at 5 dpf (Figure S5B). Hepatic triglyceride (TAG) levels were nearly doubled at 5 dpf, and six times higher in 14 dpf nAtf6 TG larvae (Figure 2E), clutch-to-clutch variability non-withstanding. However, TAG levels were the same in WT and nAtf6 TG adults (Figure 2E), despite persistent expression of the transgene (Figure S3E and not shown). We speculate that, over time, animals adapt to nAtf6 overexpression or that other metabolic parameters affect hepatic lipid accumulation in adult fish. Together, our data demonstrate that Atf6 is necessary for alcoholic steatosis and sufficient to cause steatosis in the absence of any other stress.

### nAtf6 overexpression alters expression of genes involved in lipogenesis and lipid export

Steatosis is caused by elevated TAGs in hepatocytes resulting from increased lipid synthesis or uptake, or from decreased lipid utilization or export. We therefore analyzed pathways relevant to these processes in the mRNA-Seq dataset from nAtf6 TG livers to determine if any were dysregulated. TAGs are generated from linking free fatty acids (FFAs) to a glycerol backbone, which is generated by conversion of dihydroxyacetone phosphate (DHAP) to glycerol-3-phosphate (G3P) by G3P dehydrogenase (GPD1) (see schematic in Figure 3A). We found genes that participate in TAG synthesis (Figure 3A-B) or export (Figure S6) were dysregulated in nAtf6 TG livers at 5 dpf, albeit not to the same degree as observed for the UPR target genes (Figure 2). DHAP is generated via glycolysis or by glyceroneogenesis, a pathway that has significant overlap with gluconeogenesis (see [43] and schematic in Figure 3A). mRNA-Seq analysis demonstrated that several genes involved in glycolysis were downregulated in nAtf6 TG livers including *aldob*, *glut2/slc2a2, gck*, *pgk1,* and *pklr* (Figure 3A-B). Genes promoting glyceroneogenesis, particularly *pck1* and *got1*, which generates oxaloacetate for conversion to phosphoenoylpyruvate by *pck1,* were upregulated, as was *gpd1b*, which drives glycerol formation. This suggests that nAtf6 overexpression increases factors regulating glyceroneogenesis preferentially over those that promote glycolysis (Figure 3A-B). In addition, *ech1* and *tecrb,* two genes responsible for fatty acid elongation in the mitochondria and ER, respectively, were induced in nAtf6 TG livers by mRNA-Seq (Figure 3A-B). Some of these genes were confirmed by qPCR analysis of nAtf6 TG livers, with the median fold change from qPCR on 3 to 6 clutches of livers from 5 and 14 dpf larvae depicted in Figure S7.

**Figure 3:**
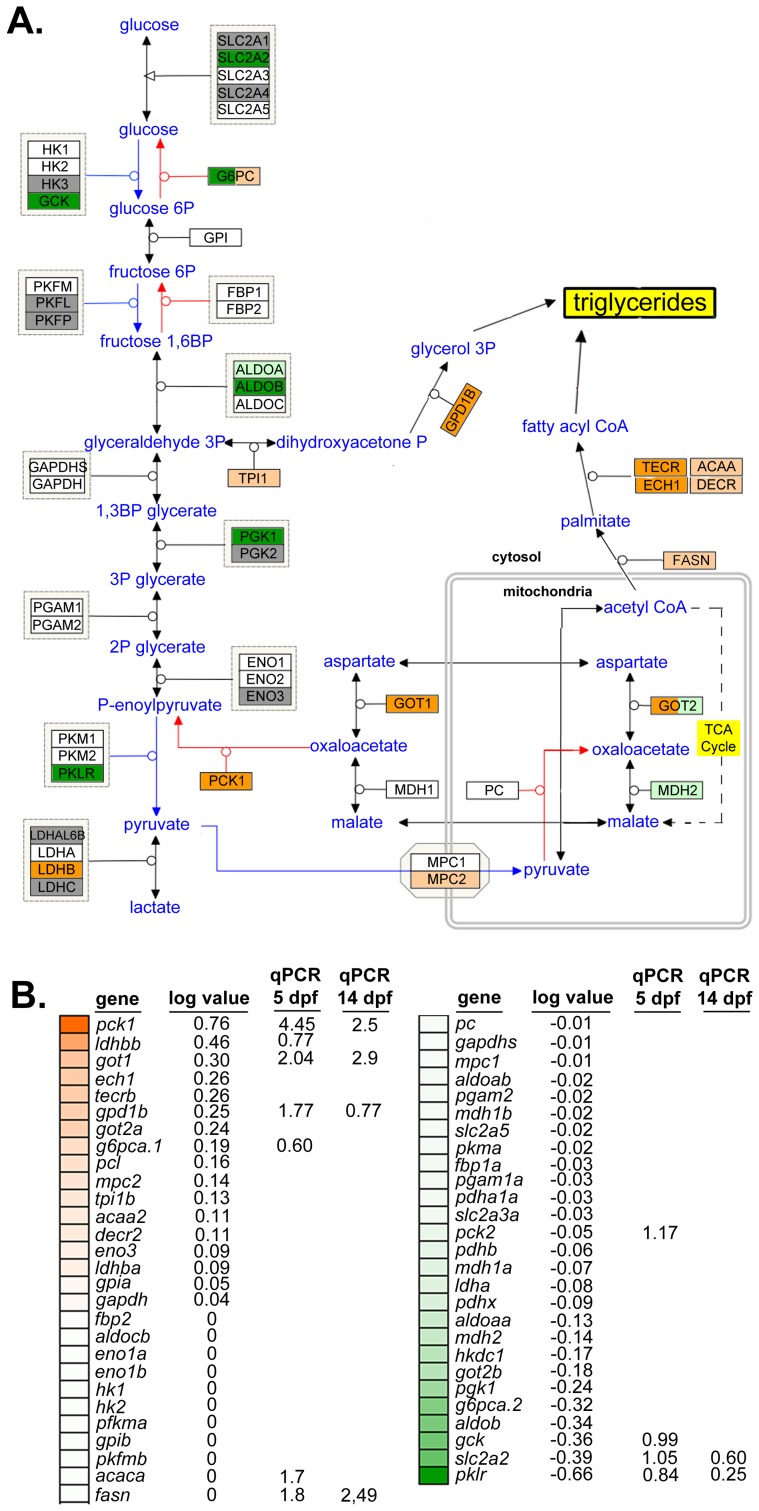
Glyceroneogenesis and fatty acid elongation pathways are dysregulated by nAtf6 overexpression. Schematic of the glycolysis, gluconeogenesis and glyceroneogenesis pathway (**A**, adapted from WikiPathways) and heatmap of associated genes (**B**). Upregulated genes are colored in shades of orange, downregulated genes are colored in shades of green, genes that are unchanged are white and those genes that did not appear in mRNA-Seq analyses are colored gray. Log values and median fold changes from mRNA-Seq analysis and qPCR, respectively, are noted.

TAGs are assembled in the hepatocyte ER and secreted in association with lipoproteins that are required for transport in plasma. Several genes that regulate lipoprotein assembly and export, including *apom, apoeb, apoea*, *cetp* and *zgc:162608* and *zgc:194131,* two apolipoprotein-like genes, were downregulated in nAtf6 TG livers (Figure S7 and Table S3). *pdia2*, which interacts with MTP to transport lipids out of hepatocytes [44], was also downregulated. These data suggest that hepatic lipid transport may be impaired by nAtf6 overexpression. While these expression data do not capture the complex metabolic and post-translational regulation of the proteins encoded by these genes, they do suggest enhanced lipogenesis or suppressed lipoprotein export as potential mechanisms of steatosis in nAtf6 transgenics.

### *De novo* lipogenesis is enhanced by nAtf6 overexpression

Acetate is a precursor to acetyl-CoA, the major building block of fatty acid and, therefore, TAG synthesis. To determine if nAtf6 overexpression increased *de novo* lipogenesis, we measured the incorporation of ^14^C-acetate into lipids in nAtf6 TG larvae (Figure 4A) and in HepG2 cells overexpressing nATF6 (Figure 4B-D) compared to their respective controls. Larvae were incubated with ^14^C-acetate from 3–5 dpf and we measured the amount of radiolabel present in the lipid fraction compared to that present in the lysate of the whole larvae. In an average of 5 individual pools of larvae, more ^14^C radiolabel was detected in the lipid fraction of nAtf6 TG larvae than in wildtype larvae (Figure 4A).

**Figure 4:**
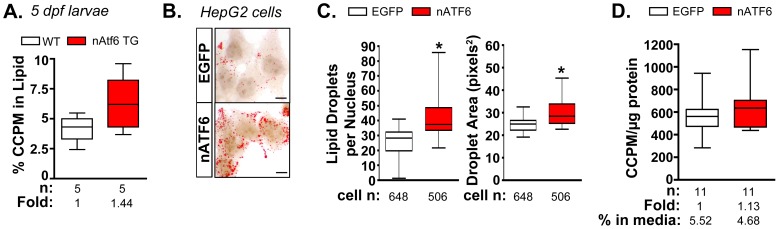
*De novo* lipogenesis is enhanced *in vitro* and *in vivo* by nAtf6 overexpression. **A:** ^14^C-acetate is preferentially incorporated into lipids in 5 dpf nAtf6 TG larvae compared to WT. The percent of ^14^C in lipid fraction was divided by ^14^C measured in the unextracted lysate from whole fish. The median fold change is noted; n =  number of samples of pooled larvae. **B:** Oil red O staining of HepG2 cells transfected with GFP or nATF6. Bar  = 10 µm. **C:** Quantification of lipid droplet number and area (square pixels). Statistics: unpaired t-test. *, p<0.05; n indicates the number of cells quantified over 20 fields from 2 independent experiments. **D:** Incorporation of ^14^C-acetate into lipids by HepG2 cells transfected with GFP or nATF6 normalized to protein. The median fold change is noted; n =  number of separate batches of cells analyzed in 2 independent experiments.

Since the liver in 5 dpf zebrafish larvae is too small to analyze incorporation in this organ exclusively, analysis of the whole larvae could not determine whether the label was preferentially incorporated into hepatocytes of nAtf6 TG larvae. We thus used human hepatoma (HepG2) cells transfected with human nATF6 to address this question. nATF6 overexpression causes accumulation of oil red O stained cytoplasmic droplets (Figure 4B) that are both greater in number and larger in size than in cells transfected with GFP (Figure 4B). These findings were confirmed in 293T cells (Figure S8) and correlate with our findings in nAtf6 TG larvae (Figure 2). Thus, nAtf6 overexpression causes lipid accumulation across cell types and species. Moreover, in eleven independent cell samples from two separate experiments, HepG2 cells overexpressing nATF6 had slightly more ^14^C radiolabel in the lipid fraction compared to GFP-transfected cells (Figure 4D). While we found that the incorporation tended to be higher in the nATF6 expressing cells, the average increase was moderate, at best. We attribute this to the transfection efficiency of HepG2 cells combined with experimental conditions used to label lipids, which likely act to select against nATF6 expressing cells.

### Srebp activation does not contribute to Atf6-mediated steatosis

Fatty acid synthase (*fasn)* mediates multiple steps in fatty acid synthesis that culminate in generation of palmitate from acetyl-CoA, a building block for TAG biosynthesis. *fasn* transcription in hepatocytes is primarily regulated by Srebp1c [45]–[47], and we previously demonstrated that *fasn* transcripts and other Srebp target genes are induced in zebrafish with ALD [12], [13]. Moreover, blocking Srebp activation by injecting a morpholino targeting the Srebp activating protein, Scap, reduced the incidence of alcoholic steatosis [12], [13]. Since Atf6 and Srebps are activated by similar mechanisms – they are both retained as inactive precursors in the ER and processed by the same Golgi-resident enzymes [33] – Srebp mediated lipogenesis has been proposed as a mechanism by which UPR activation causes FLD [27], [32]. We tested this using a genetic approach. First, we asked whether blocking Atf6 affected the induction of lipogenic gene expression in the liver of ethanol treated larvae. Both *fasn* (Figure 5A), and *acc1* (*acaca;* Figure S9A) were upregulated by ∼2 fold in the liver of ethanol treated larvae, and this was blocked by *atf6* MO injection (Figures 5A and S9A). However, induction of other Srebp target genes was not blocked by Atf6 depletion, including *srebp1* (Figure S9A) and the Srebp2 targets *hmgcra, hmgcs1* and *mvk* (Figure S9B). Since the entire Srebp target gene set was not uniformly affected by *atf6* loss, we conclude that Atf6 does not interact with Srebps. Instead, Atf6 may affect expression of specific lipogenic genes (i.e. *fasn* and *acc1*) by a mechanism distinct from Srebp1. Interestingly, we found mild induction of Srebp2 target genes in untreated *atf6* morphants (Figure S9B), supporting conclusions based on experiments in mammalian cultured cells where ATF6 was found to directly suppress SREBP2 activity [48].

**Figure 5:**
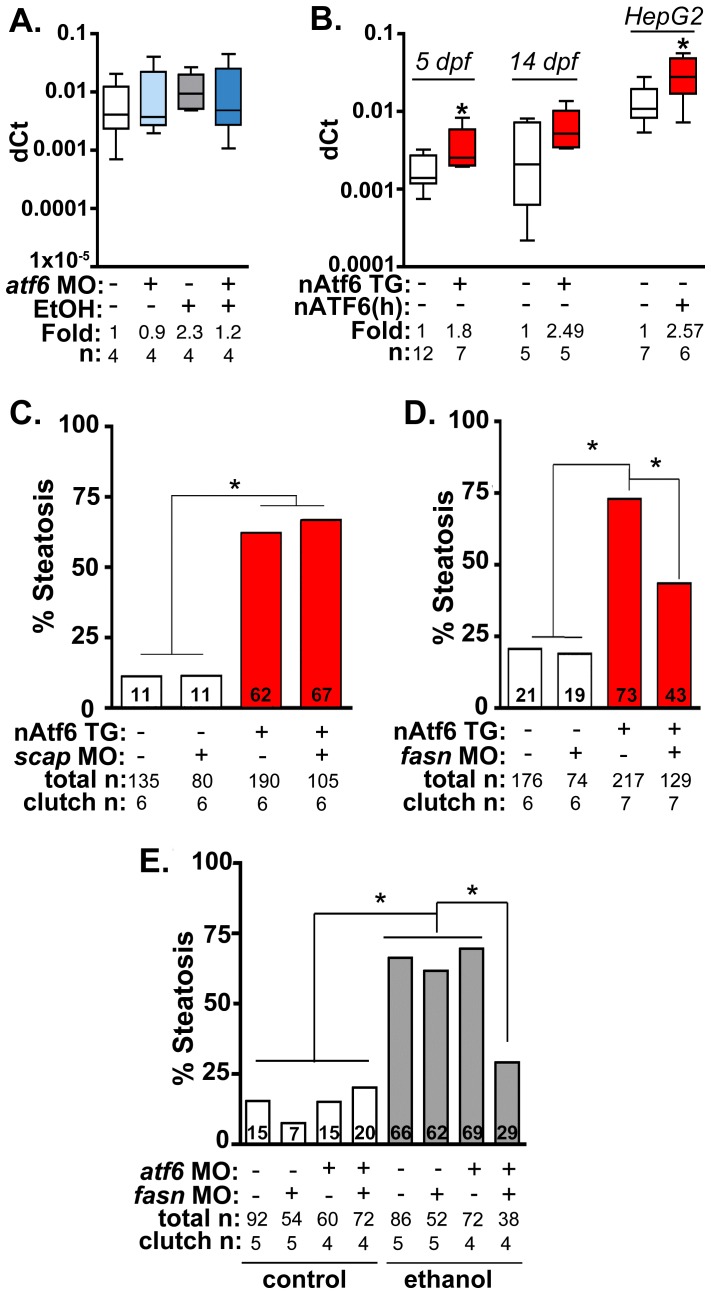
Fasn functions downstream of Atf6 to cause steatosis independent of Srebp activation. **A:** qPCR analysis of *fasn* expression in *atf6* morphants and uninjected larvae treated with EtOH for 32 hours. **B:** qPCR analysis of *fasn* expression in nAtf6 TG larvae and HepG2 cells transfected with nATF6. Statistics: unpaired t-test. *, p<0.05. **C:** Quantification of whole mount oil red O staining of nAtf6 TG larvae injected with *scap* MO. “Total n” and “clutch n” corresponds to the number of larvae and number of clutches scored, respectively. Statistics: chi-square with Fisher's Exact Test. *, p<0.05. **D:** Quantification of oil red O staining in nAtf6 TG larvae injected with *fasn* MO. **E:** Quantification of oil red O staining in *atf6/fasn* double morphants treated with 350 mM EtOH for 24 hours. Statistics: chi-square with Fisher's Exact Test. *, p<0.05.

Next, we asked whether nAtf6 was sufficient to induce *fasn* and *acc1* by assessing their expression in livers of nAtf6 TG larvae. Both *fasn* (p<0.05; Figure 5B) and *acc1* (Figure S9C) were increased by ∼2 fold at 5 dpf, and *fasn* expression was also higher at 14 dpf in nAtf6 TG larvae and in HepG2 cells overexpressing nATF6 (Figure 5B). However, other Srebp1 and Srebp2 genes were not significantly induced by nAtf6 overexpression in nAtf6 TG larvae (Figure S9C-D) or in HepG2 cells overexpressing human nATF6 (not shown), indicating that nAtf6 does not activate the entire Srebp target gene program. We then tested whether nAtf6 functioned upstream of Srebps by assessing whether *scap* morpholino injection suppressed steatosis in nAtf6 TG larvae. While *scap* morphants are resistant to ethanol-induced steatosis [12] we found no difference in steatosis incidence in nAtf6 transgenics (Figure 5B). Finally, to test whether *atf6* and *scap* interacted to cause alcoholic steatosis we injected low concentrations of morpholinos targeting both genes and found that they did not synergize to suppress alcoholic steatosis (Figure S10). We thus conclude that lipogenic gene induction and steatosis caused by nAtf6 overexpression does not require Srebps.

### Steatosis in nAtf6 TG larvae requires *fasn*

The functional relevance of the finding that nAtf6 overexpression increases lipogenesis was tested by assessing the effect of morpholino-mediated *fasn* (Table S1) knockdown on steatosis incidence in nAtf6 TG larvae. Injection of high concentrations of *fasn* MO induced severe morphological defects, so we optimized the *fasn* MO concentration to have minimal toxicity. This had no effect on steatosis incidence in control larvae, but reduced steatosis incidence in nAtf6 TG larvae from 74% to 42% (Figure 5C). Furthermore, we found that *atf6* and *fasn* interacted epistatically to cause alcoholic steatosis by co-injecting concentrations of *fasn* and *atf6-*SPL MOs that did not have any effect on alcoholic steatosis on their own but, together, significantly reduced steatosis incidence in response to ethanol (Figure 5D). Thus, Atf6 and Fasn function in the same genetic pathway. Taken together, our data suggest a model by which Atf6 causes steatosis, in part, by inducing *fasn* and TAG synthesis by a mechanism that is independent of Srebps (Figure 6).

**Figure 6:**
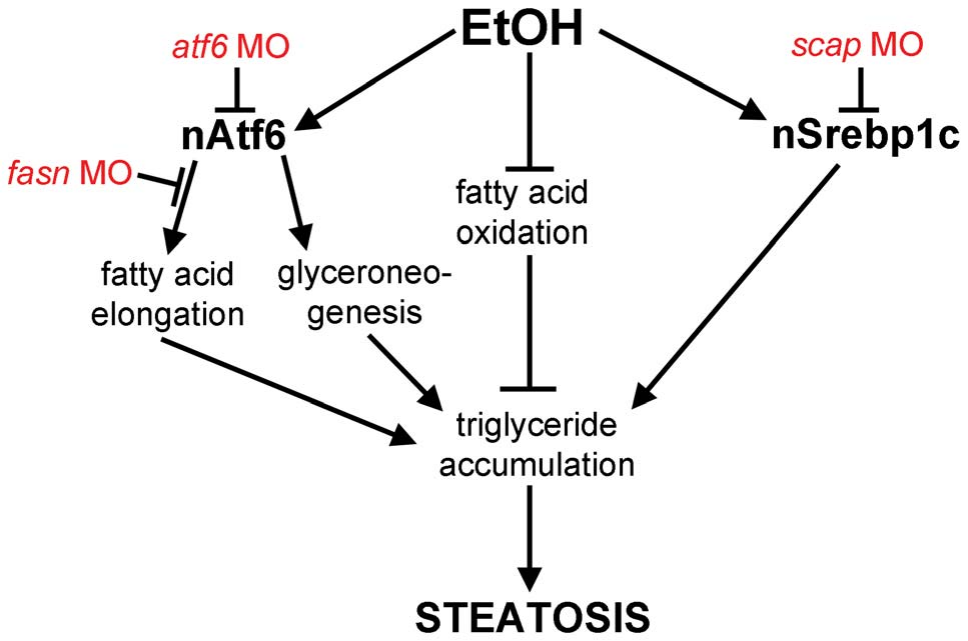
Working model by which Atf6 functions as a positive regulator of alcoholic steatosis. Genetic tools used in this study are illustrated in red.

## Discussion

There is a wealth of recent literature showing that the UPR is activated in FLD and that this aspect of the disease is conserved across species [4], [16], [21], [23], [49]–[51]. However, it has not been shown that any single UPR factor can directly cause this disease and the mechanism by which UPR activation causes lipid accumulation is unclear. Here, we use zebrafish genetics and biochemical analyses to show that Atf6 is both necessary and sufficient for steatosis by showing that: **(i)** Atf6 is required for alcoholic steatosis, **(ii)** activation of Atf6 is sufficient to cause steatosis, **(iii)** Atf6 activation induces expression of genes involved in glyceroneogenesis and fatty acid elongation and causes *de novo* lipogenesis, and **(iv)** Atf6 epistatically interacts with fatty acid synthase (*fasn*), a key enzyme involved in TAG biosynthesis, to cause FLD. This is among the first data to directly link a main UPR sensor and lipid metabolic pathways. 

A number of studies have demonstrated that loss of one of the key UPR sensors – PERK [19], IRE1α [20] or ATF6 [16], [21], [23] – enhances steatosis caused by acute stress. Additionally, we previously demonstrated that Atf6 depletion suppresses steatosis caused by chronic stress [23]. Thus, it is clear that UPR activation is a conserved, common feature of FLD, but whether it functions to promote or prevent steatosis appears to depend on the nature and duration of the FLD-causing stress. Importantly, these loss of function studies have described a requirement for the UPR in FLD caused by tunicamycin injection, but not in the context of a stress that mirrors human conditions, such as obesity or alcohol abuse. Here, we show that Atf6 is induced in ALD, that its activation precedes steatosis, and that knocking down Atf6 reduces alcoholic steatosis. Thus, Atf6 is required for ALD. Moreover, since overexpression of nAtf6 is sufficient to cause FLD in the absence of any other stress, we conclude that this branch of the UPR is a pathophysiological mechanism of FLD.

Atf6 and Xbp1 are the primary transcription factors that both independently and cooperatively regulate expression of hundreds of UPR target genes. We previously found significant upregulation of many UPR target genes in zebrafish with ALD [11], [13] and hypothesized that since *xbp1* splicing in the liver was only an early, transient response to alcohol [13], other transcription factors must participate in this robust UPR. Transcriptome analysis of the livers from nAtf6 TG and ethanol treated larvae enabled us to identify a set of target genes that are likely to be directly activated by Atf6. Many of these genes were also reported to be upregulated in mice overexpressing inducible ATF6 in the heart [41] and they were not induced by tunicamycin treatment of *Atf6^-/-^* MEFs [16]. Genes occupying the intersection of these different datasets are likely *bona fide* Atf6 targets and the transgenic larvae we generated provides a system to test this directly. In contrast, many genes that were downregulated when ATF6 was overexpressed in the mouse heart were unchanged in nAtf6 transgenic zebrafish livers and, conversely, genes such as *canx, derl1,* and *atf4* were upregulated in the nAtf6 TG zebrafish liver samples but not in the mouse model. The variations between the two datasets may be due to inherent differences in the models or approaches used to detect changes in gene expression, or may reflect the ability of Atf6 to differentially regulate target genes depending on cell type: hepatocytes possess a significantly higher secretory capacity than cardiomyocytes, and thus the Atf6 transcriptome in hepatocytes may be more extensive in order to maintain ER homeostasis. Finally, comparative transcriptome analysis between nAtf6 TG and ethanol treated larvae identified significant overlap between the UPR target genes in these two datasets, indicating that Atf6 is the main transcriptional driver of the ethanol-induced “UPR-ome”.

What is the mechanism by which the UPR causes FLD? Our data showing that nAtf6 overexpression induces the expression of some lipogenic enzymes and increases lipid synthesis, and that blocking fatty acid synthesis reduces FLD, fits a model (Figure 6) whereby increased lipid production is, in part, the mechanism of steatosis in FLD caused by UPR activation. However, despite our finding that Atf6 depletion suppresses *fasn* expression and nAtf6 overexpression induces *fasn*, we have no evidence that *fasn* is a direct transcriptional target of Atf6. Indeed, the level of *fasn* induction is far less than the established Atf6 target, *bip*, and there are no canonical UPREs or ERSEs [15] in the *fasn* promoter (not shown), thus other pathways are also likely at play. The mechanism by which nAtf6 induces *fasn* and *acc1* require further investigation, and the tools we describe here will facilitate such studies.

The SREBP transcription factors are well-characterized regulators of hepatic lipogenesis; SREBP1c functions by increasing the expression of the full panel of genes required for TAG biogenesis [52]. One possibility, suggested by the finding that the UPR and SREBPs are activated in parallel in some systems [26], [27], [32], is that nAtf6 causes Srebp activation, leading to increased expression of *fasn* and other lipogenic genes and promoting lipogenesis. Our data argues against this: **(i)** the full panel of Srebp targets are not induced by nAtf6 overexpression in zebrafish, **(ii)** Atf6 and Srebps did not epistatically interact to modify alcoholic steatosis and **(iii)** Srebp activation is not required for steatosis in nAtf6 TG larvae. While it does appear that Srebp activation is required for alcoholic steatosis [12], [28], [29], the current study shows that it is not the only important pathway that regulates hepatic lipid metabolism, as steatosis in nAtf6 TG larvae is independent of Srebps.

While Srebps are not required for the effects of Atf6 on steatosis, there does appear to be some interaction between Atf6 and Srebp2, consistent with *in vitro* data showing that ATF6 suppresses SREBP2 [48]. We found that Atf6 causes upregulation of Srebp2 target genes, and while this modest increase in Srebp2 target genes in *atf6* morphants did not appear to have a functional impact on cholesterol biogenesis, since *atf6* morphants do not develop steatosis but are protected from it, it does suggest that Atf6 may suppress Srebp2 activity.

We used mRNA-Seq analyses to identify potential pathways that are dysregulated in response to Atf6 overexpression, although it is clear that the complex post-translational regulation of these pathways are not captured by gene expression studies. Our data suggested that lipoprotein export may be impaired by Atf6 overexpression, but we did not find that the flux of ^14^C-acetate into the extracellular lipids was impaired in cells overexpressing nATF6. While there are some technical caveats to these biochemical studies, we speculate that decreased lipoprotein export is not the only mechanism by which nAtf6 overexpression causes steatosis. Future studies to optimize cell conditions to ensure maximal cell viability and sustained high levels of nAtf6 expression will be required to fully address this.

While steatosis is clearly a first step on the continuum to more severe liver disease, we also propose a different possibility: that lipid accumulation is a sign of an active and adaptive stress response. Protein folding in the ER is metabolically demanding, and when secretory cargo increases or the ER becomes full of unfolded proteins, increased lipid accumulation may enhance the ATP supply and thereby sustain the increased protein folding demands. Thus, the UPR may serve to enhance the protein folding capacity of the ER function in two ways: by activating genes required for protein folding, quality and export, and by promoting metabolic flux to TAGs as an energy source to withstand the challenge presented by a high level of secretory cargo. In this scenario, acute steatosis would not be a pathological response but, instead, would provide a protective role to sustain hepatocyte function during stress. However, if the stress response persists and steatosis becomes chronic, lipotoxicity could potentiate liver injury. Based on these data, it is tempting to speculate that enhancing protein folding in the ER by chemical chaperones, which have been used in both mouse models and humans to alleviate UPR activity, attenuate fatty liver disease and increase insulin sensitivity [3], [53], [54], could reducr the demand for energy and thus reduce the need to accumulate lipid. Whether Atf6 functions both as sensor of unfolded proteins and of metabolic demand remains to be elucidated.

## Materials and Methods

### Animal husbandry, treatments and transgenics

Adult wildtype (WT, TAB14 and AB), *Tg(fabp10:dsRed*) [55] and *Tg(fabp10:nls-mCherry)* [40] zebrafish were maintained according to standard conditions. Larvae were exposed to 350 mM ethanol (Pharmco-AAPER, Brookfield, CT) in fish water starting at 96–98 hours post fertilization (hpf) for up to 32 hours as described [11], [12]. All zebrafish protocols were approved by Mount Sinai's Institutional Animal Care and Use Committee.

Morpholinos targeting the translation initiation ATG of *atf6* (*atf6*MO*-*ATG) [23], an *atf6* intron-exon boundary (*atf6*MO-SPL, Figure S1), a *scap* intron-exon boundary [12], and a *fasn* intron-exon boundary were ordered from GeneTools (Philomath, OR). Approximately 1–5 pmol were injected into 1–2 cell stage embryos. Morpholino sequences and amount injected per embryo (ng) are listed in Table S1.

The *Tg(fabp10:nAtf6-cherry; cmlc2:GFP)* transgenic line was created by injecting a vector containing 2813 bp of the *fabp10* promoter [55] upstream of the predicted nuclear fragment of zebrafish Atf6 (amino acids 1–366) as identified via DNA and protein alignments with human ATF6 (NCBI Reference Sequence: NP_031374.2). 

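The zebrafish atf6 gene, from which the nuclear fragment was taken, is listed as ENSDARG00000012656 in the deposited count tables. In the RefSeq annotation of the GRCz12tu assembly it lies between olfml2ba and rxrgb. The genome build behind the counts is not stated, so no coordinates are given here. Because the transgene carries part of the atf6 coding sequence, reads from the transgene and from the endogenous gene can fall on this identifier, and the counts do not separate them. atf6 was counted in 10 liver libraries of this line and of siblings, which come from an experiment other than the mRNA-Seq experiment of the paper. At 5 dpf, the libraries were made from 3 pools of 25 nAtf6 TG livers and 3 pools of 25 sibling livers after removal of ribosomal RNA. At 78 hpf, they were made from 2 pools of 20 livers per group after selection of polyA-tailed mRNA. The authors deposited the number of reads on each gene, without normalization. Between 17622825 and 22963880 reads were counted on genes in each library of 5 dpf, and between 4868321 and 6354867 in each library of 78 hpf. The counts of atf6 were expressed as CPM, the count divided by all counts on genes in the library and scaled to a fixed total, with exact (Clopper-Pearson) 95% binomial intervals that cover counting error only. At 5 dpf, the 3 sibling libraries had 2018, 1636 and 1814 counts of atf6, which is 100.5 (interval 96.2 to 105), 73.4 (69.9 to 77.0) and 86.1 (82.2 to 90.2) CPM. The 3 nAtf6 TG libraries had 8241, 9846 and 12684 counts, which is 447 (437 to 456), 559 (548 to 570) and 552 (543 to 562) CPM. The group means were 86.7 ± 13.6 (SD, n = 3 sibling pools) and 519 ± 62.9 (SD, n = 3 nAtf6 TG pools), so the difference exceeds the spread between pools. On counts scaled by TMM, the log2 fold change was 2.52 (standard error 0.20, adjusted p = 0.000322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 nAtf6 TG libraries above all 3 sibling libraries. It stayed between 2.43 and 2.64 when each library was left out in turn, and of the other ways of processing tried, quantile normalization with added noise moved it most, to 2.29. At 78 hpf, the titles of the libraries and the names under which their counts were deposited give opposite groups. The description of the 78 hpf treatment goes with the deposited names. The groups are taken here from the titles. The 2 libraries titled sibling had 1199 and 1926 counts of atf6, which is 189 (178 to 199.7) and 326 (311 to 341) CPM. The 2 libraries titled transgenic had fewer, 463 and 236 counts, which is 80.8 (73.6 to 88.5) and 48.5 (42.5 to 55.1) CPM. Since the titles are in doubt, this does not show that atf6 is lower in transgenic livers at 78 hpf.

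**Figure D1:**
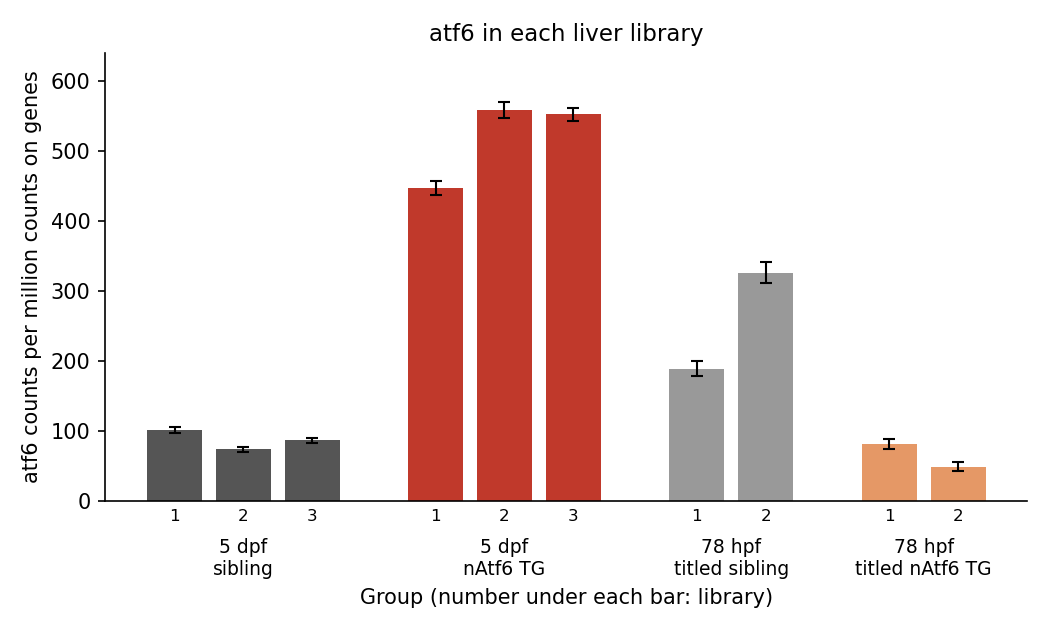
CPM of atf6, its counts scaled to the counts on genes (y axis) in each of the 10 liver libraries (x axis, by group, with the library number under each bar). Bars give the value of 1 library and error bars its exact 95% binomial interval, which covers counting error only. The 3 nAtf6 TG libraries of 5 dpf lie between 447 and 559, above the 3 sibling libraries at 73.4 to 100.5. The 2 libraries titled transgenic at 78 hpf lie below the 2 titled sibling. The deposited names and the description of the treatment give the opposite groups at 78 hpf.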

A cassette driving GFP expression in cardiomyocytes was included for rapid screening of transgenics (*cmlc2*:GFP). The transgene was flanked by Tol2 sites and the vector was injected into fertilized eggs along with transposase mRNA. Larvae were selected for *cmlc2:GFP* expression and raised to adulthood, outcrossed to TAB14 adults and 4 germline founders were identified.

### Plasmids

The nATF6-pcDNA-DEST47 plasmid was created using the Invitrogen Gateway System in which human nATF6 (amino acids 1–380) was amplified from a construct containing the full ORF (pEGFP-hATF6, from Dr. Aguirre-Ghiso) and ligated into pcDNA-DEST47. The nAtf6-GFP/pCI-Neo plasmid was generated by amplifying zebrafish nAtf6-GFP from a Tol2-generated plasmid (*fabp10:*nAtf6-GFP) with primers containing restriction sites for *Eco*RI and *Sma*I. The resulting PCR product was ligated into pCI-Neo via T4 ligase. pEGFP-C1 (Clontech) was used as a positive control for transfection.

### Cell culture and transfection

293T and HepG2 cells were grown in 100 mm dishes (BD Biosciences) with DMEM (Corning Cellgro, Manassas, VA) containing 10% fetal bovine serum (Invitrogen) and penicillin/streptomycin (Cellgro), and housed in a humidified incubator at 37 C with 5% CO_2_. Cells were passaged at 80–90% confluency either into 100 mm dishes or 6 well culture plates (Corning). Each well was transfected with 1–2 µg plasmid using Xtreme GENE 9 (Roche) or Lipofectamine 2000 (Invitrogen) for 24 hours. Following transfection, cells were collected for RNA extraction using TRIzol (Invitrogen), used for oil red O staining, or labeled with ^14^C-acetate as described below.

### ^14^C-acetate radiolabeling

HepG2 cells were washed with PBS 24–28 hours after transfection and kept in serum free high glucose DMEM (Corning Cellgro, Manassas, VA) containing penicillin/streptomycin (Cellgro), 100 nM insulin (Lilly USA, Indianapolis, IN) and 0.5 µCi ^14^C-acetate (PerkinElmer, Waltham, MA) for 17 hours. Media was harvested and spun to remove dead cells, while cells were scraped, washed twice and lysed in cold PBS. Protein concentration in the cell lysate was measured with a BCA protein quantification kit (Thermo Scientific, Waltham, MA). Fractions of the media and cell lysate portion were used for lipid extraction as described below.

WT and nATF6 5 dpf larvae were labeled with 1–5 µCi ^14^C-acetate for 48 hours. Larvae were washed twice and then sonicated in cold PBS. Protein concentration in the larval lysate was measured with a BCA protein quantification kit (Thermo Scientific). Fractions of the larval lysate were used for lipid extraction as described below.

### Lipid extractions

Lipids from media, cells and 5 dpf larvae were extracted according to Bligh and Dyer [56] with the following modifications. Briefly, methanol and chloroform were added to 400 µl media or 50 µl of 100 µl total cell lysate in a ratio of 2∶1. Samples were vortexed and chloroform and 0.45% NaCl were added at a ratio of 1∶1, vortexed again and phases were separated by centrifugation. The aqueous phase was re-extracted with one part chloroform and combined with the lipid from the first second extraction, washed with methanol and 0.45% NaCl at a 1∶1 ratio, centrifuged and the lipid phase was recovered and dried under a stream of N_2_ gas. Lipids were reconstituted in a 2∶1 mixture of chloroform and methanol (Thermo Scientific, Waltham, MA), dissolved in Ultima Gold and counted using a 2460 MicroBeta^2^ LumiJET (PerkinElmer, Waltham, MA) liquid scintillation counter. CCPM were normalized to protein concentration to account for variations in cell number.

### Quantitative real-time PCR (qPCR)

Total RNA isolated using TRIzol (Invitrogen) from pools of 15–20 dissected livers was reverse-transcribed using qScript cDNA SuperMix (Quanta Biosciences, Gaithersburg, MD). qPCR using A Light Cycler 480 (Roche) with PerfeCTa SYBRGreen FastMix (Quanta Biosciences) was used as previously described [11]. Values for target gene were normalized to reference gene *rpp0*, and dCts calculated using the comparative threshold method (dCt  = 2^−(Ct, gene – Ct, rpp0)^). Primer sequences are listed in Table S1.

### Triglyceride measurements

Approximately 20 livers from control and nAtf6 transgenic larvae were dissected and lysed in 0.5% Triton-X 100 and heated at 65°C for 5 minutes to inactivate hepatic lipases. Triglycerides were measured using the Infinity Triglyceride Liquid Stable Reagent (Thermo Fisher Scientific, Waltham, MA) following manufacturer's instructions, and were normalized to total protein concentration as determined by Bradford Assay (Bio-Rad, Hercules, CA).

### Oil red O staining and quantification

Larvae were fixed in 4% paraformaldehyde (PFA; Electron Microscopy Sciences, Hatfield, PA) overnight at 4°C, stained with oil red O, and scored for steatosis as previously described [35]. Cryosections were stained by immersing slides in increasing concentrations of propylene glycol (85%, 100%) for 10 minutes followed by an overnight incubation in oil red O (0.5% in propylene glycol, Polysciences, Warrington, PA). Excess oil red O was removed the next day by sequential washes in 100% and 85% propylene glycol for 5 minutes. Nuclei were counterstained with hematoxylin.

HepG2 and 293T cells were stained as previously described [57] and counterstained with hematoxylin. Oil red O droplet area and number were calculated using ImageJ. In brief, images were split into the red, green, and blue channels and the green channel was further processed for quantification as described, as oil red O has an excitation at 510 nm [58]. Following this, the background was subtracted from each image to ensure only counting of oil red O droplets. Droplets equal or greater than five square pixels were counted and area quantified. The values were copied into Microsoft Excel and the average droplet area and number of droplets per nucleus were counted for each field. Twenty independent fields from nATF6 and GFP-transfected HepG2 and 293T cells were imaged at 60x magnification.

### RNA sequencing (mRNA-Seq)

Total RNA was isolated using TRIzol (Invitrogen) from pools of ∼40–50 livers dissected on 5 dpf. Two clutches of *Tg(fabp10:nls-mCherry)* larvae that were either untreated (control) or treated with 350 mM ethanol for 24 hours and one clutch of nAtf6 TG larvae were used. polyA-tailed mRNA was selected using oligo-dT beads and then fragmented. cDNAs were created using random-hexamers and ligated with bar-coded adaptors compatible with HiSeq 2000. Single-end, 100 bp reads were sequenced at the Genomics Core of the Icahn School of Medicine at Mount Sinai. Custom-built software was used to map the reads to the zebrafish genome (Zv9/DanRer7) and estimate the coverage of each gene. Briefly, the reads were split into three 32 bp parts after trimming 2 bp at each end and mapped to the genome using a suffix-array based approach. The median of coverage across the transcript was used as an estimate of gene expression. The expression values were quantile normalized and log-ratios were calculated by comparing nAtf6 TGs to the average of the controls. Each ethanol treated sample was compared to its paired control (untreated siblings). Unique Gene Ontology terms (GO terms) were assigned to each gene by ranking the GO terms by relevance to the biology of the response, and using annotations from the human orthologues if the zebrafish annotations were lacking.

The distribution of expression values were plotted to identify the peak in the distribution, which is the level of noise in the system. The values were regularized by adding the noise to each gene's expression level before the log-ratios were calculated. This ensures that genes with low expression do not contribute to list of genes with large fold-changes. An absolute natural log ratio of 0.2 was used as the cutoff (known, non-responding genes are all below this threshold). The list of genes that show changes above this cutoff were analyzed for pathway enrichment using GO terms annotated as described above.

This data is available via the Gene Expression Omnibus (GEO) at accession number GSE56498. The controls for this dataset, untreated 5 dpf *Tg(fabp10:nls-mCherry),* also serve as controls in GEO dataset GSE52605 [40] and were included in both sets for ease of comparison between genotypes and treatments.

### Image processing and graphics

Images were cropped and minimally processed using Adobe Photoshop CS4 (Adobe Systems, San Jose, CA). Graphs were plotted using Prism 5.0c (GraphPad Software Inc., La Jolla, CA). Heat maps for mRNA-Seq data were generated using GENE-E (Broad Institute, Cambridge, MA). The global maximum and minimum for each gene set was set to orange and green, respectively, and zero was set to white. Metabolic pathway schematics were adapted from WikiPathways (URL: www.wikipathways.org).

### Statistical analyses

Statistical tests were performed using GraphPad QuickCalcs (GraphPad Software, URL: http://www.graphpad.com/quickcalcs/index.cfm). For oil red O staining of whole larvae, chi-square with Fisher's Exact test were performed. For qPCR, radiolabeling, and oil red O staining of HepG2 and 293T cells we performed unpaired and one-sample t-tests as appropriate.

### Supplementary methods

Methods for histological analysis, cryosectioning and staining, and liver circularity analysis are listed in Text S1.

## Supporting Information

Figure S1 Injection of an *atf6* splice-blocking morpholino induces mis-splicing of *atf6* mRNA. **A:** Schematic of boundary between intron 1 and exon 1 of zebrafish *atf6.* Exon sequence is shown in black and intron sequence is shown in blue, with the morpholino shown in red. The start codon is highlighted in yellow. **B:** Gel electrophoresis of *atf6* morphants at 2 dpf showing additional bands compared to uninjected controls. **C:** Sequencing results from *atf6* morphants displaying inclusion of intronic sequence (highlighted in blue). The predicted protein translation is shown, and early stop codons are noted as red asterisks.
(TIF) Click here for additional data file.

Figure S2 Knockdown of *atf6* does not confer resistance to morphological defects from alcohol exposure. **A:** Oil red O staining of cryosections from uninjected and *atf6* morphant larvae treated with 0 or 350 mM ethanol for 32 hours. **B:** Live images of uninjected and *atf6* morphant *Tg(fabp10:dsRed)* larvae treated with 0 or 350 mM ethanol for 32 hours. **C:** Quantification of liver circularity, a measure of hepatomegaly, following ethanol treatment in uninjected and *atf6* morphant larvae. Livers were traced and circularity quantified in ImageJ.
(TIF) Click here for additional data file.

Figure S3 *Tg(fabp10:nAtf6-cherry; cmlc2:GFP)* larvae express the nAtf6-cherry transgene despite a lack of visual fluorescence. **A:** Schematic of human ATF6 transactivation (TAD), DNA-binding (bZIP) and transmembrane (TM) domains, cleavage sites for S1P (MBTPS1) and S2P (MBTPS2), and protein alignment with zebrafish Atf6. Numbers in the diagram correspond to amino acid positions in human ATF6. Numbers at the cleavage sites in the protein alignment correspond to amino acid positions in zebrafish Atf6. **B:** Confirmation of nuclear localization of zebrafish nAtf6 by transfection of nAtf6-GFP/pCI-Neo into HepG2 cells. **C:** Live image of *Tg(fabp10:nAtf6-cherry; cmlc2:GFP)* larva at 5 dpf. **D:** Agarose gel electrophoresis showing expression of Cherry mRNA in nAtf6 TG but not WT larvae. *rpp0* was used to ensure PCR efficacy. **E:** Western blot visualization of Cherry protein in adult nAtf6 transgenic zebrafish liver tissue. *Tg(fabp10:nls-cherry)* adult liver protein was used as a positive control. Actin was used as a loading control.
(TIF) Click here for additional data file.

Figure S4 Overexpression of nAtf6 induces robust transcription of UPR target genes but does not activate Ire1a or Perk**. A:** Agarose gel electrophoresis visualization of *xbp1* splicing in WT and nAtf6 TG larvae in the presence and absence of tunicamycin (Tm). The percentage of *xbp1* splicing was quantified by measuring band intensity in ImageJ. **B:** Western blot visualization of Eif2a phosphorylation in livers of 5 dpf WT and nAtf6 TG larvae. Tunicamycin (1 µg/mL, 3-5 dpf) treated WT larvae were used as a positive control for immunoblotting. Fold was calculated over 2-3 separate experiments as noted. **C:** Western blot visualization of Bip protein in livers of 5 dpf WT and nAtf6 TG larvae. Fold change (below blot) was calculated from 3 separate experiments. **D** and **E:** Quantitative real-time PCR of multiple UPR effectors in the livers of WT and nAtf6 TG larvae at 5 (**D**) and 14 (**E**) dpf. Statistics: unpaired t-test. *, p<0.05.
(TIF) Click here for additional data file.

Figure S5 Lipid accumulation is evident in nAtf6 TG larvae in the absence of other hepatic injury. **A:** Staining of cryosections with oil red O showing significant steatosis in nAtf6 TG larvae at 5 and 14 dpf. **B:** Hematoxylin and eosin staining of nAtf6 TG and control larvae at 5 dpf. No other alterations in hepatic pathology were observed. The number of larvae used is indicated.
(TIF) Click here for additional data file.

Figure S6 mRNA-Seq reveals potential disruptions in lipid transport by nAtf6 overexpression. Heatmap of genes associated with lipid binding and transport (**A**) and basic schematic of lipid synthesis and lipoprotein circulation (**B**, adapted from WikiPathways). Upregulated genes are colored in shades of orange, and downregulated genes are colored in shades of green. Genes that are unchanged are colored white. Genes that did not appear in mRNA-Seq analyses are colored gray in the schematic.
(TIF) Click here for additional data file.

Figure S7 nAtf6 overexpression induces transcription of genes involved in glyceroneogenesis. Quantitative, real-time PCR analysis of gene expression from WT and nAtf6 TG larvae at 5 dpf (**A**) and 14 dpf (**B**). Statistics: unpaired t-test. *, p<0.05. For **(A)**, “n” corresponds to the number of clutches used and approximately 8-12 livers were dissected for RNA extraction. For (**B**), individual livers were dissected for analysis.
(TIF) Click here for additional data file.

Figure S8 Overexpression of nATF6 in 293T cells drives lipid accumulation. **A:** Staining of GFP and nATF6 transfected cells with oil red O. **B:** Quantification of lipid droplet number and area (square pixels). Droplet number and area were calculated using ImageJ. Statistics: unpaired t-test. *, p<0.05. The number of cells used for quantification is noted.
(TIF) Click here for additional data file.

Figure S9 Srebp1 and Srebp2 target genes are not dysregulated by nAtf6 overexpression. **A and B**: qPCR analysis of Srebp1 (**A**) and Srebp2 (**B**) target genes in atf6 morphants treated with 350 mM EtOH for 32 hours. Fold changes were calculated based on median dCt values. **C and D:** qPCR analysis of Srebp1 (**C**) and Srebp2 (**D**) target genes in *Tg(fabp10:nAtf6-cherry; cmlc2:GFP)* larvae at 5 dpf. Fold changes were calculated based on median dCt values, and “n” corresponds to the number of clutches used.
(TIF) Click here for additional data file.

Figure S10 Atf6 and Srebps do not epistically interact to prevent alcoholic steatosis. Steatosis incidence in larvae injected with *atf6, scap,* or *atf6 + scap* MO. “Total n” corresponds to the number of larvae scored. “Clutch n” corresponds to the number of clutches analyzed. Statistics: chi-square with Fisher's Exact Test. *, p<0.05 and corresponds to groups significantly different from uninjected controls. b, p<0.05 and corresponds to ethanol-treated groups significantly different from uninjected, ethanol treated larvae.
(TIF) Click here for additional data file.

Table S1 Morpholino and primer sequences. **A:** Morpholino sequences. Amount of morpholino injected is based on the assumption that 4 nl of MO is injected per embryo. **B:** Primer sequences used for conventional and quantitative, real-time PCR.
(DOCX) Click here for additional data file.

Table S2 UPR effectors upregulated by nAtf6 and by ethanol. Livers from 2 clutches of *Tg(fabp10:nls-mCherry)* expressing larvae or from 1 clutch of nAtf6 TG larvae were dissected and pooled for RNA extraction and library preparation. Log values ≥ 0.2 are highlighted in red.
(XLSX) Click here for additional data file.

Table S3 Upregulated and downregulated genes in the liver of nAtf6 TG 5 dpf larvae. **A:** Upregulated genes in the liver of nAtf6 TG 5 dpf zebrafish larvae. Livers from 2 clutches of *Tg(fabp10:nls-mCherry)* expressing larvae or from 1 clutch of nAtf6 TG larvae were dissected and pooled for RNA extraction and library preparation. UPR target genes are highlighted in pink. GO terms were assigned as described in the Materials and Methods. **B:** Downregulated genes in the liver of nAtf6 TG 5 dpf larvae. Genes regulating lipoprotein secretion are highlighted in orange.
(XLSX) Click here for additional data file.

Table S4 Raw data from mRNA-Seq. Livers from 2 clutches of *Tg(fabp10:nls-mCherry)* expressing larvae or from 1 clutch of nAtf6 TG larvae were dissected and pooled for RNA extraction and library preparation. Genes are organized from highest to lowest log value for nAtf6 TG larvae.
(XLS) Click here for additional data file.

Text S1 Supplementary methods.
(DOC) Click here for additional data file.

# Supplementary material for: Activating Transcription Factor 6 Is Necessary and Sufficient for Alcoholic Fatty Liver Disease in Zebrafish
**Source:** PLoS Genet. 2014 May 29;10(5):e1004335. doi: 10.1371/journal.pgen.1004335
**Supplement:** Table S1 — Morpholino and primer sequences. A: Morpholino sequences. Amount of morpholino injected is based on the assumption that 4 nl of MO is injected per embryo. B: Primer sequences used for conventional and quantitative, real-time PCR.

**Table S1: Morpholino and primer sequences.**

**A:** Morpholino sequences. Amount of morpholino injected is based on the assumption that 4 nl of MO is injected per embryo.

| **Gene** | **Morpholino sequence (5’-3’)** | **Target** | **Amount Injected** |  |  |
| --- | --- | --- | --- | --- | --- |
| *atf6* | acattaaattcgacgacattgtgcc | ATG | 16.85 ng (0.5 mM) |  |  |
| *atf6* | CTAGAACGTGTATCTTACCCCACTC | intron-exon | 1.67-16.67 ng (0.05-0.5 mM) |  |  |
| *fasn* | GCGGTGGAAACCAGGTATGGCTGAC | intron-exon | 1.71-3.43 ng (0.05-0.1 mM) |  |  |
| *scap* | CCCGATACTGCAAGAAGATT | intron-exon | 2.71-13.6 ng (0.1-0.5 mM) |  |  |

**B:** Primer sequences used for conventional and quantitative, real-time PCR.

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *acaca/acc1* | GCAAGTGTGGTTCCCTGATT | TCATGAAGGTCAGCGAACTG |
| *atf4* | TTAGCGATTGCTCCGATAGC | GCTGCGGTTTTATTCTGCTC |
| *atf6* | CTGTGGTGAAACCTCCACCT | CATGGTGACCACAGGAGATG |
| *bip/hspa5* | atcagatctggccaaaatgc | ccacgtatgacggagtgatg |
| *calret* | CAGTGTGCTTTATTTCTGCACTG | TAAAACCGAGCATCTTGACTTGT |
| *canx* | catctctgccctcctactgc | tccacaaactcctccaggtc |
| *cherry* | CCTGTCCCCTCAGTTCATGT | CCCATGGTCTTCTTCTGCAT |
| *chop* | atatactgggctccgacacg | gatgaggtgttctccgtggt |
| *derl1* | TTTCGACTTGGTGACGACTG | CAGAGCCCTCGTCACTTTTC |
| *dgat2* | catggcatcttgtgttttgg | tcggtttactgggcagattc |
| *dnajc3* | tcccatggatcctgagagtc | ctcctgtgtgtgaggggtct |
| *edem1* | gacagcagaaaccctcaagc | catggccctcatcttgactt |
| *fasn (zf)* | GAGAAAGCTTGCCAAACAGG | GAGGGTCTTGCAGGAGACAG |
| *FASN (human)*  *g6pca.1* | agtacacacccaaggccaag  tcacagcgttgctttcaatc | gtggatgatgctgatgatgg  ccacagatcacttggtgtgg |
| *gck* | gttggtgatttcctggcact | agccggcaatgtaatcaaac |
| *got1*  *gpd1b*  *grp94/hsp90b1* | aaccacaatgccgttttctc  aatgcaaacgcaaaacttcc  agcaagaccgagaccgtaga | atctgcttccattggtcctg  cggacttgctgtgcagaata  ctcccaatcccacacagtct |
| *hmgcra* | CTGAGGCTCTGGTGGACGTG | cgccGCAGCTACGATGTTGGcG |
| *hmgcs1* | ctcactcgtgtggacgagaa | gatacggggcatcttcttga |
| *ire1a* | TGACGTGGTGGAAGTTGGTA | ACGGATCACATTGGGATGTT |
| *mvk* | cacacttttgcgaccagaga | cagcagcaatgagcatctgt |
| *perk* | TGGGCTCTGAAGAGTTCGAT | TGTGAGCCTTCTCCGTCTTT |
| *pck1* | aactcactgctggggaagaa | gtctcccacacactccacct |
| *pck2* | acagactggcatgggaaatc | acacaccatgacgccagtta |
| *pklr* | tcctggagcatctgtgtctg | ctgatgagtgccgtgagaga |
| *rpp0* | ctgaacatctcgcccttctc | tagccgatctgcagacacac |
| *slc2a2*  *srebp1* | gcatttcaaggcgcttactc  actcttctggtgtggctgct | taagggaaaaccatgccaac  gagccttcagacacgtcctc |
| *srebp2* | cactcacacaagcacacacg | acctggttctggatgaatcg |
| *tecrb*  *xbp1* | ttcctgccccaattacacat  GGGTTGGATACCTTGGAAA | ctacaggatgaagggcagga  AGGGCCAGGGCTGTGAGTA |

# Supplementary material for: Activating Transcription Factor 6 Is Necessary and Sufficient for Alcoholic Fatty Liver Disease in Zebrafish
**Source:** PLoS Genet. 2014 May 29;10(5):e1004335. doi: 10.1371/journal.pgen.1004335
**Supplement:** Text S1 — Supplementary methods.

***Supplementary Information***

***Supplementary Materials and Methods***

**Tunicamycin treatments**

Larvae (wildtype or nAtf6 TG) were treated from 3-5 dpf with 0.25 or 1 g/ml tunicamycin (Tm) for 48 hours as described [23]. DMSO was used as a solvent control.

**Histological analysis**

Cryosections were prepared as described [1]. Paraffin embedment was carried out as described [1,2]. Sections were cut at 4 µm and stained with hematoxylin and eosin by the Histology Shared Resource Facility at the Icahn School of Medicine at Mount Sinai.

**Liver circularity analysis**

Livers (left lobe) of control and ethanol treated *Tg(fabp10:dsRed)* larvae were imaged live using an RFP fluorescence filter. Livers were traced and circularity quantified in ImageJ. Circularity was used as a surrogate for left liver lobe enlargement.

***Supplementary References***

1. Imrie D, Sadler KC (2010) White adipose tissue development in zebrafish is regulated by both developmental time and fish size. Dev Dyn 239: 3013-3023.

2. Howarth DL, Yin C, Yeh K, Sadler KC (2013) Defining hepatic dysfunction parameters in two models of fatty liver disease in zebrafish larvae. Zebrafish 10: 199-210.

How the deposited data were processed for this re-analysis (not part of the article)

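The data analysed here are read counts from 10 libraries of dissected zebrafish livers of the nAtf6 transgenic line (allele C) and of siblings. They come from a different experiment than the mRNA-Seq experiment of the paper, whose libraries are not analysed here. At 5 dpf, transgenics were outcrossed to wild-type fish and larvae were sorted by GFP in the heart; 3 pools of 25 nAtf6 TG livers and 3 pools of 25 sibling livers came from 3 clutches dissected on different days. Ribosomal RNA was removed before library preparation. These points follow the protocol given with the 5 dpf libraries; the description of the whole series instead names a cross with a line marking the liver for both ages, and the labels of the 5 dpf libraries name polyA RNA. At 78 hpf, 2 pools of 20 livers per group came from 2 clutches, and polyA-tailed mRNA was selected. Age and library preparation, as these descriptions give it, differ together.

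The authors deposited counts of reads per Ensembl gene, without normalization, for the same 32105 genes in every library. The libraries of 78 hpf carry the special entries of htseq-count after the genes, while the table of 5 dpf holds only genes; for all libraries the aligner, the versions, the genome build and the annotation release are not stated. Between 35.3% and 47.4% of the reads of a 78 hpf library were in those special entries, which name no gene and were left out of library sizes and tests. The counts on genes were 20081133 to 22293405 per library in 5 dpf siblings (median 21063978), 17622825 to 22963880 in 5 dpf nAtf6 TG livers (median 18450157), 5910689 and 6354867 in the libraries titled sibling at 78 hpf, and 4868321 and 5733330 in those titled transgenic. The 10 genes with the highest counts took 31.6% to 43.1% of the counts in 5 dpf libraries and 14.5% to 20.2% in 78 hpf libraries. A count of 0 allows up to 3 counts, which is 0.131 to 0.170 CPM (counts scaled to the counts on genes of the library) at 5 dpf and 0.472 to 0.616 CPM at 78 hpf.

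Conditions were taken from the titles of the libraries. At 78 hpf the titles and the names under which the counts were deposited give opposite groups, the genotype entry is the same for all 4 libraries, and the description of the 78 hpf treatment assigns the sample names as the deposited names do. The groups of 78 hpf were taken from the titles, and are called titled sibling and titled transgenic throughout. The numbers in the titles of 5 dpf are not stated to mark a clutch; those of 78 hpf are clutch numbers. The numbers in the deposited names of 78 hpf do not all match these clutch numbers. Clutch numbers are used here as the titles give them. After subtraction of the group means, libraries of 78 hpf with the same clutch number had a correlation of −0.145 over the 14555 genes tested.

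Gene names were taken from a table pairing Ensembl identifiers with symbols, which names 26269 of the 32105 identifiers, and from synonyms in the RefSeq table of GRCz12tu. Of these identifiers, 4301 share their symbol with another. Of the 397 gene names in Table S2, Table S3 and the lists used, 298 matched 1 identifier, 45 matched 2 and 47 matched none, among them atf4a and pgk1. Where a symbol has 2 identifiers (EIF2S1, GPD1, TECR) each is reported on its own, since the symbol does not say which of them is the paralog that the paper names, and reads shared between paralogs make their counts uncertain. The name calrl2 led to the same identifier as calr. Some genes that the paper names are not reported here. The copy of Table S4 at hand is shortened and was not used here.

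Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on low counts, TMM scaling, the quasi-likelihood test and Benjamini-Hochberg adjustment, with genes called changed at an adjusted p-value under 0.05. The contrasts were nAtf6 TG minus sibling at 5 dpf, titled transgenic minus titled sibling at 78 hpf, and the second minus the first in 1 model over all 10 libraries. Fold changes are on the log2 scale. Sets of genes were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), 2-sided, with Benjamini-Hochberg adjustment over 15 sets: the 33 UPR genes of Table S2 with a nAtf6 log value of at least 0.2, the other 21 genes of that table, Table S3A and Table S3B with and without part of their genes, the glycolysis, glyceroneogenesis, lipoprotein and Srebp2 target genes that the paper names, and lists for exocrine pancreas, intestine, erythrocyte, muscle and hepatocyte. Names matched to 1 or 2 identifiers entered the sets. The erythrocyte and muscle lists had 63.6% and 71.4% of their names matched, under the 80% required, so their tests are void. The single genes reported include those that the paper names as measured in liver RNA, and EIF2S1 for Eif2a, which it measured as phosphorylated protein. They also include the 5 with the largest and the 5 with the smallest log2 fold change at 5 dpf. These were drawn from genes with an adjusted p-value under 0.05, a mean of at least 3 log2 CPM and the same direction between same-numbered libraries. By the same rule 3 per direction were sought at 78 hpf, where 0 genes met it. Groups, tests, lists, this rule and the alternatives were fixed before the data were examined, apart from the matching of names to identifiers and the alternatives and tests named as later choices.

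The tests were run on simulated counts with the means, library sizes and dispersions of the real libraries and known changes in 200 genes, before filtering. At 5 dpf, edgeR recovered 105 of the 188 changed genes that passed the filter (55.9%), and 9 of its 114 calls were false (7.89%); DESeq2 1.42.0 recovered 129, and 34 of its 163 calls were false (20.9%). At 78 hpf, edgeR recovered 0 of 191 and made 0 calls, while DESeq2 recovered 63, and 75 of its 138 calls were false (54.3%). With dispersions at 0.1 of the real ones, edgeR recovered 161 of 195 (82.6%) at 78 hpf. The test of the difference between the ages recovered 5 of 189, and 117 of 186 with dispersions at 0.1 of the real ones. A replicate pair was compared by a chi-square of its counts over genes with at least 20 counts in the pair; every pair differed by more than the sampling noise. Libraries made from 1 RNA pool could differ by as much, so this does not show that the pools are independent; each library was kept as 1 replicate.

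The alternatives were size factors by RLE, DESeq2, no filter, at least 10 counts in every library, an absolute log2 fold change of at least 1, all 10 libraries in 1 model, a block for the replicate number, the leaving out of each library in turn, and the paper's criterion (quantile normalization, noise added before the ratio, and an absolute natural log ratio of at least 0.2, with no test). Sets were also tested with the inter-gene correlation estimated and with fry, and the difference between the ages with the 78 hpf groups exchanged. All 10 splits of the 6 libraries of 5 dpf into 3 and 3 were tested.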

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

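The comparison of the counts of nAtf6 TG libraries 2 and 3 and the test that summed them were chosen only after the results were seen; the other tests here were not.

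With the groups of 78 hpf taken from the titles, the contrast between the groups differed between the ages. In a test of the difference itself (edgeR quasi-likelihood with Benjamini-Hochberg adjustment, all 10 libraries), 1786 of 20595 genes had an adjusted p-value under 0.05, 358 of them with a higher and 1428 with a lower fold change at 78 hpf than at 5 dpf as titled, and 5400 had an unadjusted p under 0.05. Of the 3240 genes changed at 5 dpf that were also tested at 78 hpf, 752 had the same sign (23.2%) and 2488 the opposite sign (76.8%), where chance gives 50%. Of the 278 of them with a log2 fold change of at least 3 at 5 dpf, 246 had the opposite sign (88.5%). The groups of 78 hpf follow the titles of the libraries, which contradict the deposited names and the description of the treatment. atf6 itself had 189 and 326 CPM in the libraries titled sibling and 80.8 and 48.5 in those titled transgenic. If the titles were exchanged between the groups, the UPR genes would change in opposite directions at the ages as titled, and 30 of the 33 UPR identifiers tested at both ages did so. An exchange of titles is therefore a candidate explanation, though this count does not separate it from another cause of a reversal. The deposited names and the description of the treatment go with an exchange. Under the titles as given, atf6 would be lower in the livers that carry a transgene with part of its coding sequence. The values of atf6 above and the shares of the UPR33 genes below argue against the titles as given for these libraries. With the 78 hpf groups exchanged, 14 genes differed between the ages, all of them lower at 78 hpf, with 2728 at an unadjusted p under 0.05. On simulated counts this test recovered 5 of 189 changed genes, so these 14 genes do not bound how many differ. Selection of polyA-tailed mRNA and the lower depth are common to both groups of 78 hpf, so neither explains a reversal between these groups. The UPR33 genes took 6.31% and 7.62% of the counts in the libraries titled sibling and 1.84% and 1.27% in those titled transgenic. At 5 dpf they took 5.41% to 7.65% in nAtf6 TG livers and 0.443% to 0.726% in siblings. The preparation and the depth differ together with age, so the sizes of the changes are not compared between the ages. Whether age itself or the preparation lies behind the 14 genes was not tested, and a biological difference between the ages stays open.

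The libraries of 5 dpf, which the paper does not report, gave 3913 of 18470 genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment, n = 3 against 3 libraries). Of these, 2531 were higher and 1382 lower in nAtf6 TG livers (64.7% higher), and 6866 genes had an unadjusted p under 0.05. The balance depends on the processing. By the paper's criterion, which involves no test, 2725 were higher and 3292 lower (45.3% higher). With a library left out, the share higher was between 51.2% (without sibling library 2) and 82.9% (without nAtf6 TG library 2). Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one; the largest count in another split was 1 gene. With 10 splits the share is never under 0.1, so the share by itself cannot decide whether the real split is a chance one. The sizes of the counts, 3913 against at most 1, show that the libraries separated most along the real split. Every other split mixes the groups, which lowers its count where such a separation exists. The sizes therefore do not decide this question either. The number of genes depends on single libraries: it was 7598 without sibling library 2, 5778 without nAtf6 TG library 1, 1361 and 1405 without nAtf6 TG libraries 2 and 3, and 1714 and 1692 without sibling libraries 1 and 3. A difference in depth or a few genes taking most of the counts may change such a number through the scaling, but with size factors by RLE it was 3817, of which 3719 were the same genes. The counts of nAtf6 TG libraries 2 and 3 were more alike than those of any other pair. Their chi-square per degree of freedom was 2.90, against 54.5 and 59.8 for the other nAtf6 TG pairs. It was 13.1 for sibling libraries 1 and 3, against 83.3 and 88.4 for the pairs with sibling library 2. So each group held an alike pair and 1 library apart from it. The number of genes rose when the library apart was left out and fell when a member of the pair was. Sampling noise of 1 library counted on both occasions would give about 1. The value of 2.90 therefore argues against nAtf6 TG libraries 2 and 3 being 1 library present under both numbers. Whether both were made from 1 RNA pool was not tested. With the counts of these libraries summed into 1 library, 1417 genes passed the threshold and 1415 of them were among the 3913. The overexpression of nAtf6 is the biological explanation that the design gives.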

How the results depend on the processing

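The summing of nAtf6 TG libraries 2 and 3, the sets restricted to names with 1 identifier and the crossed clutch numbers are tests chosen only after the data were seen; the other alternatives were not.

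Of the 54 named genes at 5 dpf, 25 kept their direction and their side of the threshold under all their alternatives, among them atf6, hspa5, hsp90b1 and pdia4. The number of genes changed at 5 dpf was 3787 with at least 10 counts in every library, 4859 with DESeq2, 3817 with RLE, 4019 with no filter, 3001 in 1 model of all 10 libraries and 2730 with an absolute log2 fold change of at least 1. It was 6017 by the paper's criterion, which involves no test, 1417 with nAtf6 TG libraries 2 and 3 summed, and 1361 to 7598 across the 6 fits that each left out one library, highest without sibling library 2. Summing or leaving out leaves fewer libraries; beyond that, the cause was not tested. A block for the replicate number gave 3128 genes, 2922 of them among the 3913. Same-numbered libraries of 5 dpf had correlations of 0.0915, 0.0697 and −0.0722 after subtraction of the group means, so they were not treated as paired.

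The number of genes changed at 78 hpf was 0 (869 at an unadjusted p under 0.05). It was 1 with at least 10 counts in every library, 8 with no filter, 188 with DESeq2 and 117 in 1 model of all 10 libraries. The 1 gene is CLSTN3, named after its value was seen. The cause of these changes was not tested. On simulated counts of this depth edgeR recovered 0 of 191 changed genes, and 54.3% of the calls of DESeq2 were false. In that simulation 191 of the 14022 genes tested were changed. How many genes really change at 78 hpf, and by how much, is not known. The simulated shares therefore need not hold for the 188 real calls of DESeq2 and do not decide how many of them are false. With RLE it was 0 (872 unadjusted). It was also 0 with a block by clutch number (610 unadjusted) and by crossed numbers (1293 unadjusted). Leaving out a library leaves 1 library in a group, so no such count was made. Genes past the threshold at both ages gave no sign comparison, since there were none. The difference between the ages was 14 with the 78 hpf groups exchanged, 1919 with at least 10 counts in every library and 1208 with a replicate block (1124 the same genes).

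With the inter-gene correlation estimated, 0 of the 11 sets past the threshold at 5 dpf stayed past it (adjusted p 0.142 to 0.472); their medians do not change by construction: 3.77 for UPR33, 0.60 for Table S3A without UPR33, 0.99 for all of Table S3A, −0.73 for Table S3B, −0.52 for Table S3B without digestive genes, −0.48 for lipoprotein genes, −1.45 for exocrine pancreas, −1.63 for intestine, −1.05 for erythrocyte, −1.40 for muscle and −0.62 for hepatocyte genes. With fry, erythrocyte (−1.05), muscle (−1.40) and hepatocyte genes (−0.62) fell below it and glyceroneogenesis (0.75) passed it. The other UPR genes of Table S2 passed it with no filter (0.33), a replicate block (0.29) and all 10 libraries (0.27), and ranged from 0.11 to 0.50 with a library left out, passing without sibling library 2 (0.50), nAtf6 TG library 2 (0.30) and nAtf6 TG library 3 (0.25). Glyceroneogenesis passed it with names of 1 identifier (1.303), no filter (0.83) and without sibling library 2 (0.73), from 0.61 to 0.99 across the leave-outs. The Srebp2 targets turned positive with names of 1 identifier (0.25) and without sibling library 2 (0.18), from −0.78 to 0.18 across the leave-outs. Erythrocyte genes fell below it with names of 1 identifier (−0.82), at least 10 counts (−0.96), all 10 libraries (−1.04) and without sibling library 2 (−1.12), from −1.32 to −0.65 across the leave-outs. Hepatocyte genes fell below it without sibling library 2 (−0.32), from −0.80 to −0.32. Restricting names leaves fewer genes; otherwise the cause was not tested. Genes of Table S3 had the paper's sign in 79.4% of cases, in 92.5% when restricted to genes past the threshold, and in 75.8% to 79.8% with a library left out.

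Single genes changed direction as follows, and the cause was not tested. The 5 dpf log2 fold change of pklr was 0.15 by the paper's criterion, 0.054 with nAtf6 TG libraries 2 and 3 summed, 0.00966 with no filter, 0.28 with a replicate block, and −0.38 to 0.93 across the leave-outs (0.93 without sibling library 2). ENSDARG00000069375 was 0.047 with no filter, 0.24 with a replicate block, and −0.39 to 1.06 across the leave-outs (1.06 without sibling library 2). Without sibling library 2, gck was 0.37 (leave-outs −1.28 to 0.37) and GPD1 ENSDARG00000043180 was 0.17 (−0.29 to 0.17). With TMM-scaled library sizes, atf6 in sibling library 2 was 96.9 CPM, against 73.4 without.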

Differences from the paper's values

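The tests here are those set before the data were examined, apart from the summing of nAtf6 TG libraries 2 and 3, which was chosen after seeing the values.

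The paper's natural log ratios come from mRNA-Seq of 1 pool of nAtf6 TG livers and 2 control pools. The values here come from 3 nAtf6 TG and 3 sibling pools of another experiment at 5 dpf, so they are values of different libraries. The measure differs too. The paper took the median of coverage over each transcript, while all reads counted on a gene were used here. For atf6 these counts include reads of the transgene, which carries part of the coding sequence. The paper's tables give natural log ratios, and the values are given here on that scale. The ratio of atf6 was 1.75 against the paper's 0.23 from mRNA-Seq, while the paper's text, which cites figures that include qPCR, gives a fold of 4, against 5.74 here. The ratio of dnajc3 was 2.64 against the paper's 0.62, that of hsp90b1 3.20 against the paper's 2.79, and that of canx 1.03 against the paper's 0.35. For calr it was 2.46 (the paper's 1.37), for calrl 2.78 (the paper's 1.32), for pdia3 2.31 (the paper's 1.62), for pdia4 3.89 (the paper's 2.26), for edem1 3.18 (the paper's 0.5), for derl1 1.16 (the paper's 0.17), for derl3 4.52 (the paper's 1.25) and for xbp1 0.65 (the paper's 0.13). For pklr it was −0.035 (the paper's −0.65), for got1 0.74 (the paper's 0.3), for ech1 −0.25 (the paper's 0.26), for apom −0.51 (the paper's −0.23), for apoeb 0.19 (the paper's −0.44) and for cetp −2.78 (the paper's −0.73). For these genes none of the alternatives set before the data were examined closed the gap. None of them replaced counts by a median of coverage, so they do not decide whether the measure lies behind a gap. The ratio of hspa5 was 3.05 against the paper's 2.73; the gap closed by the paper's criterion (2.95), with a replicate block (3.02), and without nAtf6 TG library 2 (2.98), nAtf6 TG library 3 (2.94), sibling library 2 (2.96) or sibling library 3 (3.06), and not under the others. Without sibling library 3 the value came no nearer to the paper's, and only the error was larger. That of slc2a2 was −0.92 against the paper's −0.39, and the gap closed only without sibling library 2 (−0.50). That of pck1 was 1.07 against the paper's 0.76, and the gap closed only in 1 model of all 10 libraries (1.07), where the error is larger.

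Log2 fold changes follow for other statements of the paper. The paper lists ech1 as higher, and it was −0.36 here, called lower only by the paper's criterion (−0.52). The paper lists apoeb as lower, and it was 0.28, not lower under any setting. The paper lists gpd1b as higher, and the GPD1 identifiers were −0.14 and 0.43, with neither past the threshold under any test. The identifier at 0.43 had only 9 to 30 counts per library of 5 dpf, and the identifier at −0.14 had 6068 to 9036. Several genes have the direction that the paper states and did not pass the threshold. slc2a2 was −1.33, which passed with DESeq2 (−1.36, adjusted p = 0.011, alternatives 0.011 to 0.225) and by the paper's criterion. gck was −0.47 (natural log −0.33, the paper's −0.36) and was called lower by the paper's criterion alone (−0.42); without sibling library 2 it was 0.37. apoea was −1.15 (natural log −0.80, the paper's −0.73), and was called lower by the paper's criterion (−1.03) and without nAtf6 TG library 1 (−2.47). ENSDARG00000020866 was −0.48 (natural log −0.33, the paper's −0.36) and was called lower by the paper's criterion (−0.64). pdia2 was −0.38 (natural log −0.27, the paper's −0.23), and was called lower by the paper's criterion (−0.66) and without sibling library 2 (−0.74). fasn was 1.19 (a fold of 2.28, the paper's 2 by qPCR), and was called higher by the paper's criterion and without sibling library 2 (2.51). ENSDARG00000069375, which the paper lists as lower, was −0.02 and was called lower under no setting. pklr, which the paper lists as lower, was −0.05 and was called lower under no setting, and was past the threshold as higher without sibling library 2 (0.93). The paper reports targets of Srebp2 as not induced, and mvk was 2.59 and past the threshold, but not with nAtf6 TG libraries 2 and 3 summed or without nAtf6 TG library 2, nAtf6 TG library 3, sibling library 1 (2.22) or sibling library 3. derl1 (1.68) passed the threshold; the paper did not detect it as higher by mRNA-Seq and did by qPCR. Of the 33 UPR genes that the paper lists as higher, BHMT (0.00), FKBP5 (0.02) and igfbp1b (0.57), named after their values were seen, were not called higher, also not by the paper's criterion. CTH has 2 identifiers: ENSDARG00000074301 was higher (1.81) and ENSDARG00000032206 lower (−1.38).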

Other observations

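The tests of the other tissues' genes, of the hepatocyte genes and of fasn without sibling library 2 were chosen only after the results were seen; the test of the pancreas genes was not.

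The values below compare 3 nAtf6 TG with 3 sibling libraries of 5 dpf, which the paper does not report (edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Of the 44 identifiers tested that the paper names, 24 passed an adjusted p-value of 0.05 over all genes (20 higher, 4 lower) and 30 when adjusted over the list alone. Of the 34 UPR33 identifiers, 31 passed over all genes (30 higher, 1 lower) and 31 when adjusted over the list alone; 33 were higher (31 with RLE). hspa5 had a log2 fold change of 4.40 (standard error 0.38, adjusted p = 0.000522), hsp90b1 of 4.62 (0.27, 0.000105) and pdia4 of 5.62 (0.26, 6.07e-05), each higher in 3 of 3 libraries, as were dnajc3 (3.81), calr (3.55), calrl (4.01), pdia3 (3.34), edem1 (4.59), derl3 (6.53), derl1 (1.68), canx (1.49), eif2ak3 (3.41), ddit3 (1.99) and atf4b (1.08), all with an adjusted p-value under 0.05. In all of these genes the groups did not overlap, which chance gives in 10% of genes. atf4b lost the threshold in 5 of its 14 alternatives. xbp1 (0.93, adjusted p = 0.0957, overlapping groups) and ern1 (−0.40, adjusted p = 0.0729, lower in 3 of 3) did not pass, nor did the EIF2S1 identifiers (0.39 and −0.27). The paper assessed splicing of xbp1 and phosphorylation of Eif2a, which counts per gene do not measure. Without sibling library 2, xbp1 was 1.42 and EIF2S1 ENSDARG00000005827 was 0.69, both past the threshold. EIF2S1 ENSDARG00000052178 ranged from −0.42 to −0.014 across the leave-outs. ern1 passed with at least 10 counts in every library (−0.43, adjusted p = 0.0484, alternatives 0.0484 to 0.297). By the paper's criterion xbp1 was called higher, and ern1 and EIF2S1 ENSDARG00000052178 lower.

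Among genes of metabolism, pck1 was higher in 3 of 3 nAtf6 TG libraries (1.54, adjusted p = 0.00427), as was got1 (1.07, 0.0152); got1 lost the threshold in 5 of 14 alternatives and pck1 in 1 model of all 10 libraries. apom (−0.73, 0.0268) was lower in 3 of 3 and lost the threshold in 8 of 14 alternatives, while cetp (−4.005, 0.000189) kept it in all 14. acaca (1.56, 0.043) and mvk (2.59, 0.0308) were higher in 3 of 3 and lost it in 6 and 5 alternatives. srebf1 (−0.81, 0.0365) was lower in 3 of 3 and lost it in 6, and TECR ENSDARG00000025904 (0.99, 0.0422) was higher in 3 of 3 and lost it in 8. hmgcs1 (−2.09, 0.0857) and srebf2 (−0.57, 0.105), each lower in 3 of 3, did not pass; hmgcs1 passed with DESeq2 (−2.13, adjusted p = 0.00873, alternatives 0.00873 to 0.247) and both were called lower by the paper's criterion. hmgcs1 in sibling library 2 had 1669 CPM on TMM-scaled sizes against 268 and 255 in the others, and its log2 fold change was −0.59 without that library. The leave-outs in which got1 (0.97 to 1.25), apom (−0.82 to −0.65), acaca (1.302 to 2.22), mvk (2.22 to 3.76) and this TECR identifier (0.78 to 1.28) lost the threshold were those of nAtf6 TG libraries 2 and 3 and of sibling libraries 1 and 3, and for srebf1 (−0.98 to −0.56) those of nAtf6 TG libraries 2 and 3 and sibling library 1.

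fasn was 1.19 (standard error 0.68, adjusted p = 0.244), with 53.9, 283 and 50.9 CPM in the siblings and 187, 343 and 353 in nAtf6 TG livers. Without sibling library 2 it was 2.51 (adjusted p = 0.00237, alternatives 0.00237 to 0.489). That library has the highest sibling value, so leaving it out can only raise the fold change, and this does not decide whether it sets the result. Why it differs was not tested.

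Of the 15 sets at 5 dpf, 11 passed an adjusted p-value of 0.05 with camera, 8 of these with fry and 0 with the correlation estimated. The median log2 fold change was 3.77 for UPR33 (adjusted p = 2.53e-72, 33 of 34 higher), 0.99 for Table S3A (4.97e-35, 111 of 153 higher), 0.60 for Table S3A without UPR33 (1.84e-13, 78 of 119 higher), −0.73 for Table S3B (4.55e-11, 130 of 159 lower), −0.52 for Table S3B without digestive genes (1.39e-09, 114 of 142 lower) and −0.48 for lipoprotein genes (0.0105, 6 of 7 lower). The other UPR genes of Table S2 (0.26, 0.0546, 13 of 22 higher), glycolysis (−0.87, 0.166, 4 of 4 lower; −0.17 with 2 of 4 lower without sibling library 2, and −1.35 without nAtf6 TG library 1), glyceroneogenesis (0.75, 0.107, 3 of 4 higher) and Srebp2 targets (−0.55, 0.82, 2 of 4 lower; 0.18 without sibling library 2) did not pass. Among the glyceroneogenesis genes that were higher, GPD1 ENSDARG00000043701 had only 9 to 30 counts per library. With at least 10 counts in every library the median of that set was 1.05, and it did not pass. The median of the other UPR genes was 0.50 without sibling library 2 and 0.11 without sibling library 1. Over all genes and adjusted over the list alone, the genes past the threshold were 94 and 108 for Table S3A, 52 and 81 for Table S3B, 8 and 8 for the other UPR genes, 1 and 2 for glycolysis, 2 and 2 for glyceroneogenesis, 2 and 2 for lipoprotein genes and 1 and 4 for Srebp2 targets. Of 248 genes of Table S3 with 1 identifier, 197 had the paper's sign (79.4%).

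The 5 genes with the largest increase were CHRNA2 (8.35, adjusted p = 0.000204), EPDR1 (8.30, 5.09e-05), SIX3 (8.21, 0.0005), CLSTN3 (7.86, 0.000138) and si:dkeyp-1h4.6 (7.79, 7.14e-05), each higher in 3 of 3 libraries. Those with the largest decrease were krt1-19d (−5.73, 0.0318), ENSDARG00000052905 (−5.58, 0.0244), hpxa (−5.50, 0.00189), adh8a (−5.48, 0.000973) and bmp7a (−5.23, 0.000199). The groups of krt1-19d and ENSDARG00000052905 overlapped through sibling library 2, with 12 and 18 counts. krt1-19d lost the threshold in 5 of its 13 alternatives (adjusted p up to 0.129) and ENSDARG00000052905 in 6 of 14 (up to 0.105).

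Genes of other tissues were lower in nAtf6 TG livers. The medians were −1.45 for exocrine pancreas (adjusted p = 1.86e-07; 9 of 16 genes past the threshold over all genes and 16 adjusted over the list alone), −1.63 for intestine (0.000655; 3 of 10, and 6), −1.05 for erythrocyte (0.016; 2 of 5, and 2) and −1.40 for muscle genes (0.00907; 2 of 10, and 0). The tests of the last pair are void, since too few of their names were matched. The muscle median was −2.49 without nAtf6 TG library 1, and the erythrocyte median −0.65 without nAtf6 TG library 2 and −0.69 without nAtf6 TG library 3. Of the 18 exocrine pancreas identifiers 11 are in Table S3B and 1 in Table S3A, of the 11 intestine identifiers 7 and 1, of the 13 hepatocyte identifiers 1 and 6, and of the erythrocyte and muscle identifiers 0; no list shares a gene with another of these lists. If the pancreas was dissected with the liver, its genes would rise and fall together within the groups. The median pairwise correlation of 16 exocrine pancreas genes across the 6 libraries was 0.931 after subtraction of the group means, against a median of 0.452, a 95th percentile of 0.735 and a highest value of 0.924 in 10000 random lists; this is consistent with pancreas in some pools. These genes took 0.578%, 0.181% and 0.635% of the counts in siblings and 0.235%, 0.133% and 0.132% in nAtf6 TG livers, so nAtf6 TG library 1 lay above sibling library 2. The most abundant, prss59.2, had 971, 401 and 1142 CPM in siblings and 447, 202 and 201 in nAtf6 TG livers. apoa4b.1 of the intestine list had 1627, 3612 and 1847 against 2257, 1627 and 1601, and so did not fall in all libraries; hbae3 had 31.1, 18.3 and 29.1 against 23.9, 10.4 and 10.2, and atp2a1 had 140.4, 41.1 and 150.8 against 57.6, 16.1 and 18.3. All 41 of 41 tested identifiers of the 4 lists were lower, 26 of 26 for pancreas and intestine alone. This count restates the decrease and does not decide whether the nAtf6 TG pools held less of other tissues, which stays open. Of the hepatocyte identifiers, 12 of 13 were lower too (median −0.62, camera adjusted p = 0.00546), with 2 past the threshold, and 2 adjusted over the list alone. This set did not pass with fry (0.0734), with the correlation estimated (0.472) or with camera without sibling library 2 (0.0993). The highest, tfa, had 22284, 48409 and 25556 CPM in siblings and 19307, 15066 and 15200 in nAtf6 TG livers. Less of other tissues would not lower hepatocyte genes, so their direction argues against it for these genes alone. It does not decide why the genes of other tissues were lower. The hepatocyte median was −0.32 without sibling library 2. A biological decrease by nAtf6 in the genes of other tissues or of hepatocytes was not tested apart from these counts.

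At 78 hpf, 6 of 15 sets passed with camera and 0 with fry or the correlation estimated, in libraries titled transgenic minus those titled sibling. Their medians were −2.19 for UPR33, −0.17 for the other UPR genes, −0.62 for Table S3A, −0.32 for Table S3A without UPR33, −6.25 for exocrine pancreas and 2.53 for muscle genes. The other medians were −0.03 for Table S3B, −0.01 for Table S3B without digestive genes, −0.36 for glycolysis, −0.28 for glyceroneogenesis, 0.37 for lipoprotein, −0.01 for Srebp2 targets, −0.06 for intestine, 1.96 for erythrocyte and 0.10 for hepatocyte genes. The exocrine pancreas share was 0.028% and 0.837% in the libraries titled sibling and 0.010% and 0.005% in those titled transgenic, so 1 library sets that median. The muscle share was 0.085% and 0.007% in the libraries titled sibling and 0.104% and 0.598% in those titled transgenic, and the erythrocyte share 0.010% and 0.023% against 0.008% and 0.109%, so these medians rest on single libraries too, mainly the second titled transgenic. With genes at or under 3 counts in a whole group set to their bound, the medians of all sets were the same. The changes of atf6 (−1.99, adjusted p = 0.689), hspa5 (−2.95, 0.305), hsp90b1 (−2.85, 0.317) and pdia4 (−3.43, 0.221) were lower in 2 of 2 libraries and did not pass. Their differences between the ages were −4.68 (0.000586), −7.52 (0.000115), −7.65 (4.2e-05) and −9.21 (1.3e-05). Of the 4 genes followed across alternatives at 78 hpf, 4 passed with DESeq2 and 3 in 1 model of all 10 libraries. On simulated counts of this age 54.3% of the calls of DESeq2 were false. There 191 of 14022 genes tested were changed, and the real number is not known. The share therefore need not hold for the 4 genes followed here. Of the 33 UPR33 identifiers tested at 78 hpf, 0 passed over all genes. Adjusted over the list alone, 27 passed, all of them lower.

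The genes in this paragraph were chosen after their values were seen, and no explanation was tested. In CPM on TMM-scaled sizes, EPDR1 had 185, 257 and 266 in nAtf6 TG livers and 0.987, 0.770 and 0.473 in siblings at 5 dpf, and 0.370 and 0.776 in the libraries titled transgenic and 104 and 138 in those titled sibling at 78 hpf. SLC4A11 had 180, 832 and 862 against 3.55, 4.86 and 1.89 at 5 dpf. Its values at 78 hpf were 0.926 and 1.36 in the libraries titled transgenic and 24.2 and 19.8 in those titled sibling. At 78 hpf, pck1 had 670 and 12.6 in the libraries titled sibling and 554 and 8.54 in those titled transgenic, so it followed the clutch number in the titles.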
